# MAFB is dispensable for the fetal testis morphogenesis and the maintenance of spermatogenesis in adult mice

**DOI:** 10.1371/journal.pone.0190800

**Published:** 2018-01-11

**Authors:** Hossam H. Shawki, Hisashi Oishi, Toshiaki Usui, Yu Kitadate, Walaa A. Basha, Ahmed M. Abdellatif, Kazunori Hasegawa, Risa Okada, Keiji Mochida, Hany A. El-Shemy, Masafumi Muratani, Atsuo Ogura, Shosei Yoshida, Satoru Takahashi

## Abstract

The transcription factor MAFB is an important regulator of the development and differentiation of various organs and tissues. Previous studies have shown that MAFB is expressed in embryonic and adult mouse testes and is expected to act as the downstream target of retinoic acid (RA) to initiate spermatogenesis. However, its exact localization and function remain unclear. Here, we localized MAFB expression in embryonic and adult testes and analyzed its gene function using *Mafb*-deficient mice. We found that MAFB and c-MAF are the only large MAF transcription factors expressed in testes, while MAFA and NRL are not. MAFB was localized in Leydig and Sertoli cells at embryonic day (E) 18.5 but in Leydig cells, Sertoli cells, and pachytene spermatocytes in adults. *Mafb*-deficient testes at E18.5 showed fully formed seminiferous tubules with no abnormal structure or differences in testicular somatic cell numbers compared with those of control wild-type mice. Additionally, the expression levels of genes related to development and function of testicular cells were unchanged between genotypes. In adults, the expression of MAFB in Sertoli cells was shown to be stage specific and induced by RA. By generating *Mafb*^fl/fl^ CAG-CreER^™^ (*Mafb*-cKO) mice, in which Cre recombinase was activated upon tamoxifen treatment, we found that the neonatal cKO mice died shortly upon *Mafb* deletion, but adult cKO mice were alive upon deletion. Adult cKO mice were fertile, and spermatogenesis maintenance was normal, as indicated by histological analysis, hormone levels, and germ cell stage-specific markers. Moreover, there were no differences in the proportion of seminiferous stages between cKO mice and controls. However, RNA-Seq analysis of cKO Sertoli cells revealed that the down-regulated genes were related to immune function and phagocytosis activity but not spermatogenesis. In conclusion, we found that MAFB is dispensable for fetal testis morphogenesis and spermatogenesis maintenance in adult mice, despite the significant gene expression in different cell types, but MAFB might be critical for phagocytosis activity of Sertoli cells.

## Introduction

The testes are divided into several tubules known as seminiferous tubules, which are the houses of sperm production. Each tubule comprises multiple germinal cell types and only one somatic cell type, Sertoli cells, which support sperm development. Leydig cells, another type of somatic cell, are located outside the tubules and produce androgens required for the maturation of sexual organs and sexual characteristics as well as sperm development. The testes produce sperm through a process known as spermatogenesis. Spermatogenesis is a complex process of cellular transformation that depends on numerous factors for successful production of haploid sperm from diploid spermatogonial stem cells [1].

Spermatogenesis comprises three main phases (mitosis, meiosis, and post-meiosis). Spermatogonia are diploid and divide by mitosis into several other types of spermatogonia. Spermatogonia are present as undifferentiated type A spermatogonia (A single, A paired, A aligned), which all retain stem cell properties; differentiated type A spermatogonia (A1, A2, A3, A4); intermediate spermatogonia; and type B spermatogonia. Type B spermatogonia are then divided by mitosis to form preleptotene, leptotene and zygotene spermatocytes, which subsequently undergo meiosis I to form secondary spermatocytes and meiosis II to form haploid round spermatids. Spermiogenesis is the post-meiosis process that transforms spherical, haploid spermatids into elongated spermatid and mature sperm that are released into the lumen of the seminiferous tubules.

MAF family of proteins is a subgroup of basic region-leucine zipper (bZIP) transcription factors that recognize a long palindromic DNA sequence [TGCTGAC(G)TCAGCA] known as MAF recognition element (MARE) [2]. The MAF family is subdivided into two groups; large MAFs and small MAFs. Large MAFs contain an acidic domain that promotes transcriptional activation. In contrast, small MAFs lack the acidic domain and act as transcriptional repressors unless they form heterodimers with other proteins that harbor transcriptional activation domains [3–6]. In mice, large MAFs include MAFA, MAFB, c-MAF and Neural Retina Leucine (NRL), while small MAFs include MAFF, MAFG, and MAFK. In *Drosophila melanogaster*, there is only one large MAF transcription factor called *Traffic Jam* (*TJ*) and one small MAF called MAF-S. Several studies have shown that each protein plays a key role in cellular differentiation and regulation of tissue-specific gene expression [7, 8].

Inactivation of *TJ*, the large MAF factor in *Drosophila*, revealed that it plays an essential role in gonad morphogenesis and that its expression in somatic gonadal cells in direct contact with germline cells is required for female and male fertility [9]. In *TJ* mutant gonads, somatic cells fail to intermingle and properly envelop germline cells, causing an early block in germ cell differentiation. *TJ* encodes an orthologue of the typical bZIP transcription factors MAFB and c-MAF in vertebrates.

In particular, the large MAF transcription factor in vertebrates, MAFB, is first expressed in mouse embryonic gonads along the gonad-mesonephros border in both sexes as early as embryonic day (E) 11.5. Between E12.0 and E14.5, MAFB expression expands in the interstitial compartment and then becomes restricted to Leydig cells in XY gonads, but the expression pattern does not change significantly in XX gonads [10]. On the other hand, MAFB in post-natal mouse testes has been detected in Sertoli cells within the seminiferous tubules [11] and in testicular macrophages outside the tubules [12].

The active metabolite of vitamin A, retinoic acid (RA), is essential for the initial differentiation and meiotic entry of spermatogonia. Vitamin A-deficient (VAD) mice result in blockage of A to A1 spermatogonia transition, and only undifferentiated type A spermatogonia and Sertoli cells remain within the seminiferous tubules in the testes [13]. This indicates that removing RA inhibits the ability of undifferentiated spermatogonia to differentiate in adult mouse testes. Treating VAD mice with retinol or RA results in the complete recovery of spermatogenesis [13]. Two models have been suggested for how RA drives male germ cell development [11, 14–19]. First, RA that generated by Sertoli cells in the neonatal testes acts in an autocrine manner to induce the first wave of A1 spermatogonia differentiation. Second, after the first wave, the transition of A to A1 spermatogonia appears to be generated by the activity of RA in either pachytene spermatocytes or preleptotene spermatocytes. However, the target genes that are regulated by RA and that control spermatogonia differentiation remain to be discovered.

A previous report revealed that MAFB is one of the RA target genes that induces spermatogonia differentiation [11]. The authors specifically knocked out RA-synthesizing enzymes (RALDH1 to RALDH3 encoded by *Aldh1a1* to *Aldh1a3* genes) in Sertoli cells and found a blockage of spermatogonial differentiation, similar to VAD mice. After treatment with a RARA agonist, differentiated spermatogonia were detected with highly increased MAFB expression in Sertoli cells [11]. In addition, they detected a robust RAR-binding site at the end of the *Mafb* coding region, indicating that this gene is a direct target of RA.

However, the complete role of MAFB in spermatogonia differentiation remains unclear because *Mafb* knockout mice die by birth, and conditional alleles are not generated by this time. In the current study, we generated conditional alleles of *Mafb* and investigated the role of *Mafb* in male gonads.

## Materials and methods

### Animals

All mice used in this study were of the C57BL/6 background. Animal experiments were approved by the Animal Experiment Committee of the University of Tsukuba (Permit Number: 14–049) and performed in accordance with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All the mice received humane care, were maintained in specific pathogen-free conditions and were euthanized with carbon dioxide gas in the Laboratory Animal Resource Center at the University of Tsukuba to minimize suffering. Animals were checked daily and the specific criteria for animal euthanasia when they displayed early markers associated with death or specific signs of severe suffering or distress, including slow or no mobility or an absence of heartbeat or respiratory movement.

Wild-type (WT) mice were purchased from the Institute for Animal Reproduction (Kasumigaura-shi, Japan). *Mafb*/GFP knock-in null mutant (*Mafb*^−/−^) *embryos* were generated and genotyped as previously described [20]. *Mafb* conditional knockout (*Mafb*-cKO) mice were generated by homologous recombination in embryonic stem (ES) cells. Briefly, the mouse *Mafb* locus was cloned from a BAC clone, and the targeting construct was linearized and transfected into ES cells by electroporation. Recombinant ES cell clones expressing the neomycin gene were selected and injected into C57BL/6 mouse-derived blastocysts using standard procedures. The neomycin selection cassette was flanked by FRT recombination sites and excised *in vivo* by crossing with the general FLP deleter strain (Jackson Laboratories). Floxed heterozygous *Mafb*^fl/+^ and heterozygous CAG-CreER^™^ mice (Jackson Laboratories) were crossed to generate double heterozygous *Mafb*^fl/+^;CAG-CreER^™^ mice, which were bred with homozygous *Mafb*^fl/fl^ mice to produce conditional *Mafb* homozygous (*Mafb*^fl/fl^;CAG-CreER^™^) mice, *Mafb* heterozygous (*Mafb*^fl/+^;CAG-CreER^™^), homozygous *Mafb*^fl/fl^, and heterozygous *Mafb*^fl/+^ mice. Control mice lacked the Cre transgene (*Mafb*^fl/fl^). To induce gene deletion, mice were injected with tamoxifen. The primer sequences used for genotyping of *Mafb*^−/−^, *Mafb*^*loxP*^, and *Mafb* excision (*Mafb*^*Δ*^) are listed in Table 1.

**Table 1:** Complete list of primers used in this study.

Primer	Forward (5`- 3`)	Reverse (5`- 3`)
**RT-PCR**		
*Mafa*	CACTGGCCATCGAGTACGTCA	CTTCACCTCGAACTTCATCAGGTC
*Mafb*	TGAATTTGCTGGCACTGCTG	AAGCACCATGCGGTTCATACA
*c-Maf*	CTGCCGCTTCAAGAGGGTGCAGC	TCGCGTGTCACACTCACATG
*Nrl*	AACTT CTGA GCATC GTGGCA	TGAAGAGTCGTGACCTGCAAA
*Hprt*	TTGTTGTTGGATATGCCCTTGACTA	AGGCAGATGGCCACAGGACTA
**Genotyping**		
*Cre*	GAACCTGATGGACATGTTCAGG	AGTGCGTTCGAACGCTAGAGCCTGT
*GFP*	AAACGGCCACAAGTTCAG	GAAGTTCACCTTGATGCC
*Mafb*^*−/−*^	TGAGCATGGGGCAAGAGCTG	CCATCCAGTACAGGTCCTCG
*Sry*	TTGTCTAGAGAGCATGGAGGGCCATGTCAA	CCACTCCTCTGTGACACTTTAGCCCTCCGA
*Mafb* ^*loxP*^	AGGGTATGACTGTGTGTGCT	CAAGCCAGAATGCAAAAGCG
*Mafb*^*Δ*^	GCTTCTCTACCCTGCCCC	GGCCAAGCCTTTGTCTGG
**qRT-PCR**		
*Oct4*	TATTGAGTATTCCCAACGAGAAGAG	CTCAGGAAAAGGGACTGAGTAGAGT
*Nanos3*	CGGCCTGACAAGGCAAAGAC	CACCATGGTCCTCCCCACTC
*Kit*	AGCGTCTTCCGGCACAACGG	GCCAATGAGCAGCGGCGTGA
*Sohlh1*	GGGCCAATGAGGATTACAGA	CACAGGAGCTGTGCAGAGAG
*Stra8*	GGAGAAAAAGGCCAGACTCC	CCACGTCAAAAGCATCTTCA
*Prm2*	TGCAGGAAATGTAGGAGGCACCAT	AGGGCTCAGACATCGACATGGAAT
*Amh*	CTATTTGGTGCTAACCGTGGACTT	AAGGCTTGCAGCTGATCGAT
*Sox9*	ACAGATCTCCTACAGCCCCTTCAA	GCCGGAGTTCTGATGGTCAGCGTA
*Wt1*	GAGAGCCAGCCTACCATCC	CAACTGTCAGTAGGGGTGTGG
*Cyp17a1*	TGACCAGTATGTAGGCTTCAGTCG	TCCTTCGGGATGGCAAACTCTC
*StAR*	CGGGTGGATGGGTCAAGTTC	CCAAGCGAAACACCTTGCC
*Insl3*	TGCAGTGGCTAGAGCAGAGA	GTGCAGCCAGTAAGACAGCA
*Hsd3b1*	TGGACAAAGTATTCCGACCAGA	GGCACACTTGCTTGAACACAG
*Cyp11a1*	ACATGGCCAAGATGGTACAGTTG	ACGAAGCACCAGGTCATTCAC
*Gng11*	CTTCACATCGAGGATCTGC	TTTAGATACCTGTTGTCTCTGC
*Nck2*	CGTGTCTCTCAAAGCGTCAG	CCAATGGCTGCTTTCACTGT
*Prr3*	CGCTATGCCGAAACGAAAGA	GTGGTCCTTAACTGTTGGCC
*Tlr1*	CACCCCTACAGAAACGTCCT	TCCTTGGGCACTCTGGTAAG
*Nlrp3*	ATGCTGCTTCGACATCTCCT	AACCAATGCGAGATCCTGAC
*Hprt*	TTGTTGTTGGATATGCCCTTGACTA	AGGCAGATGGCCACAGGACTA

### Cre driver mice efficiency

R26GRR reporter mice, as previously described [21, 22], were mated with the CAG-CreER^™^ driver mouse strain obtained from Jackson laboratories. The progeny were genotyped using the Cre and GFP primers listed in Table 1. Frozen sections from the mice carrying double heterozygous mice carrying GRR and Cre recombinase were then analyzed with or without tamoxifen injection.

### Tamoxifen administration

Tamoxifen (Sigma; T5648) was dissolved in corn oil. The tamoxifen-oil mixture was stored at −20°C until used. Neonatal mice received 50 μg tamoxifen/day intragastrically from P1 to P3 [23]. Starting 6 weeks after birth, mice received 75 mg tamoxifen/kg body weight intraperitoneally once daily for 5 consecutive days [24]. All littermates were injected with the same dose to generate the necessary controls.

### Reverse transcription PCR (RT-PCR)

Total RNA was extracted from various tissues with a Nucleospin RNA II kit (TaKaRa 740955), and cDNA was synthesized with a QuantiTect Reverse Transcription kit (QIAGEN; 205313), each according to the manufacturer's instructions. PCR was performed for *Mafa*, *Mafb*, *c-Maf*, and *Nrl* using TaKaRa Ex Taq (RR001). *Hprt* was used as an internal control for cDNA quality and PCR efficiency. The sequences of the primers used for RT-PCR are shown in Table 1.

### Quantitative RT-PCR (qRT-PCR)

Total RNA was extracted from the testes with a Nucleospin RNA II kit (TaKaRa; 740955), and cDNA was synthesized with a QuantiTect Reverse Transcription kit (QIAGEN 205313), each according to the manufacturer's instructions. Quantitative PCR reactions were run on a Thermal Cycler Dice Real-Time System Single (Takara) with SYBR Green PCR master mix (Takara; RR820). All qPCR analyses were performed in duplicate. Amplification products were quantified by the standard curve method. The mRNA levels of each gene were normalized to that of *Hprt*. The primers used for qPCR are listed in Table 1.

### Tissue collection and histological analysis

Tissues were dissected from mice immediately after euthanasia, fixed in 4% (mass/vol) paraformaldehyde for up to 24 h (5 h in case of embryos and neonatal mice), stored in 70% (vol/vol) ethanol, and embedded in paraffin. Sections of 5-μm thickness were prepared and mounted on glass slides. After deparaffinization, slides were used either for immunohistochemical analyses or stained with periodic acid–Schiff (PAS) and haematoxylin/eosin (HE).

### Immunohistochemical analysis

Sections were deparaffinized, boiled for antigen retrieval in 20 mM citrate buffer (pH 6.0) for 10 min, and blocked in the appropriate serum for one hour. Sections were then incubated with a 1:400 dilution of the following antibodies overnight at 4°C: rabbit polyclonal anti-MAFB (BETHYL; IHC-00351), goat polyclonal anti-GATA4 (Santa Cruz Biotechnology; sc-1237), guinea pig polyclonal anti-vimentin (Progen Biotechnik; GP53), rabbit polyclonal anti-SOX9 (Santa Cruz Biotechnology; sc-20095), rabbit polyclonal anti-STAR (CST; 8449), goat polyclonal anti-GFRA1 (R&D; AF560), goat polyclonal anti-E-cadherin (R&D; AF748), rabbit polyclonal anti-PLZF (BETHYL; IHC-22839), mouse polyclonal anti-PLZF (Calbiochem; OP128), goat polyclonal anti-KIT (R&D; AF1356), and/or mouse polyclonal anti-SCP3 (Abcam; ab97672), followed by incubation with a 1:1000 dilution of the appropriate Alexa Fluor-conjugated secondary antibody (Life Technologies, Gaithersburg, MD, USA). In the case of double staining with PNA-lectin, a FITC-conjugated peanut agglutinin (Sigma; L7381) was incubated together with the appropriate secondary antibody. For double staining with two primary antibodies from the same host species (rabbit), Zenon Alexa Fluor 488 and 594 rabbit IgG1 labelling kits were used (Thermo Fisher Scientific). Sections were counterstained with DAPI.

### Immunocytochemical analysis

Isolated Sertoli cells were plated onto a silanized glass slide using a Shandon Cytospin^™^ 3 centrifuge. Cells were then fixed with 4% paraformaldehyde in PBS for 15 min at room temperature. Cells were washed with PBS and blocked with 3% skim milk plus 0.1% Triton X-100 in PBS. Cells were then incubated with a 1:500 dilution of guinea pig polyclonal anti-vimentin antibody (Progen Biotechnik; GP53) overnight at 4°C. After washing, cells were incubated with a 1:1000 dilution of Alexa Fluor 594-conjugated secondary antibody (Life Technologies, Gaithersburg, MD, USA) for an hour at room temperature. Cells were counterstained with DAPI.

### Counting of Leydig and Sertoli cells

Leydig and Sertoli cells were identified in 18.5-dpc mouse testes. Testes from WT and *Mafb* KO embryos (*n* = 3) were sectioned, and 4 sections for each gonad were randomly selected and stained with an antibody against GATA4 or STAR. The number of STAR-positive cells outside seminiferous tubules (Leydig cells) and GATA4-positive cells inside the tubules (Sertoli cells) were counted, and the whole gonadal areas were measured.

### Isolation of stage-specific seminiferous tubules

The specific stages of seminiferous tubules were isolated for qPCR analysis. Briefly, mature WT male mice were sacrificed, and the testes were dissected and decapsulated in a Petri dish containing PBS. The tubules were viewed on a trans-illuminating dissection microscope. The light absorption pattern was used to identify the different stages as previously described [25].

### Primary Sertoli cells culture

Primary Sertoli cells were isolated and cultured as previously described [26, 27] with slight modifications. Briefly, three-week-old testes without tunica albuginea were sequentially treated with 0.5 mg/ml collagenase (Wako, 034–22363), 1 mg/ml hyaluronidase (Sigma, H3506) plus 1 mg/ml collagenase, and 1 mg/ml hyaluronidase in Dulbecco's modified Eagle's medium (DMEM) containing DNase I. Small pieces of seminiferous tubules were removed via filtering through a 100μm-pore-size filter. The purity of the isolated cells was confirmed by immunocytochemical staining with an anti-vimentin antibody (Progen Biotechnik; GP53). Isolated Sertoli cells were cultured with F12-DMEM (Invitrogen, 10565–018) mixed with 10 μg/ml insulin (Nacalai Tesque, 19251–24), 5 μg/ml transferrin (Sigma, T1147), and 5 ng/ml epidermal growth factor (BD Bioscience, 40010) at 34°C. The culture medium was changed at days 2 and 4, and Sertoli cells were stimulated with 1 μM RA (Sigma) at day 5 for 24 hours. Then, qPCR analyses were performed.

### Protein extraction and western blotting

Mouse testes were homogenized in lysis buffer (20 mM Tris-HCl pH 8, 150 mM NaCl, 0.5 mM EDTA, 1% Triton X-100) containing a 1% protease inhibitor cocktail. The homogenates were centrifuged at 15,000 RPM for 5 min at 4°C, and the supernatant was separated by 10% SDS-PAGE and electroblotted onto PVDF membranes (GE Healthcare) under semi-dry conditions (Atto, Tokyo, Japan) as previously described [28]. The membranes were blocked with 5% skim milk and 1% bovine serum albumin (BSA) in PBST overnight at 4°C and then incubated with anti-MAFB antibody (1:1000; BETHYL IHC-00351) in blocking buffer for an hour at room temperature. After being washed, the membranes were then incubated with peroxidase-conjugated anti-rabbit IgG secondary antibody (Sigma, 1:2000) in blocking buffer for an hour at room temperature. As a loading control, we used an HRP-conjugated anti-β-actin antibody (1:3000; MBL PM057-7). Signals were detected via western blotting with luminol reagents (Nacalai). The protein marker used was WIDE-VIEW prestained protein size marker III (Wako, Osaka, Japan).

### Testosterone measurement

Male mice of each genotype (*n* = 4) were analyzed three times at 3 and 8 months of age. Blood was collected by cardiac puncture post-euthanasia, allowed to clot for 30 min, and centrifuged at 6,000 rpm for 10 min at 4°C to separate the plasma. Plasma testosterone concentration was determined using a testosterone ELISA kit from Enzo Life Sciences (Sapphire Bioscience; ADI-900-065) according to the manufacturer’s recommendations.

### Breeding test

Four adult males, 3 and 8 months old, of each genotype were mated with WT females (male/1 female). Females were subsequently observed for parturition 3 weeks (the gestation period of mice) after exposure to the male for a duration of 2 weeks. After the female mice gave birth, the number of pups per litter was recorded.

### Sperm analysis

Four adult male mice, 3 and 8 months old, of each genotype were evaluated. Total sperm obtained from the cauda epididymis were counted using a haemocytometer. Sperm motility parameters in samples containing >300 sperm were evaluated by loading the sample onto a microslide (0.1 × 2.0 mm; HTR 1099; VitroCom) and were measured using a TOX IVOS automated system (Hamilton Thorne).

### Proportion of seminiferous stages

Three male mice from each genotype were scarified; testes were dissected, fixed in 4%PFA, embedded in paraffin, and sectioned. The sections were then stained using periodic acid–Schiff (PAS) stain. In total, 100 seminiferous tubules were scored per animal. The tubules were staged as previously described [29].

### Flow cytometry

For *Mafb* expression analysis, adult *Mafb*-GFP knock-in mice in which the GFP gene was inserted into one allele of the *Mafb* locus [20] were used for the flow cytometric analysis as previously described [30]. Briefly, testes were treated twice with 1 mg/ml collagenase in DMEM containing 25 U/ml DNaseI twice at room temperature for 10 min and then with 2 mg/ml hyaluronidase and 1 mg/ml collagenase in DMEM containing 25 U/ml DNaseI at 32°C for 30 min with agitation. After filtration using a 35-μm filter, cells were suspended in PBS containing 2% fetal bovine serum (FBS) and 100 μg/ml propidium iodide (PI). PI-negative cells were sorted against GFP with a Beckman Coulter Gallios (Beckman Coulter), and Sertoli cells were distinguished from germ cells according to the parameters explained previously [30]. WT mice were used as a control. The data were analyzed using FlowJo software (Tree Star, Inc).

For RNA-Seq analysis, Sertoli cells from *Mafb*-cKO mice were sorted by the same method. *Mafb*^fl/fl^ mice were used as a control. The purity of the isolated cells was confirmed by immunocytochemical staining with anti-vimentin antibody (Progen Biotechnik; GP53).

### RNA sequencing and bioinformatic analysis

Total RNA was extracted using a Nucleospin RNA XS Kit (TaKaRa; 740902) from the isolated Sertoli cells of cKO and control mice at three months of age (*n* = 3, each group). The concentration and purity of the RNA were determined by automated optical density evaluation (OD 260/OD 280 ≥ 1.8 and OD 260/OD 230 ≥ 1.8) using a Nanodrop system. RNA sequencing libraries were prepared with a NEBNext rRNA Depletion Kit and an ENBNext Ultra Directional RNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions using 9 to 70 ng of total RNA samples. Then, 2x36 base paired-end sequencing was performed with a NextSeq500 sequencer (Illumina) by Tsukuba i-Laboratory LLP (Tsukuba, Japan). FASTQ files were imported to the CLC Genomics Workbench (Version 7.5.1), mapped to the mm10 mouse genome and quantified for annotated genes in the ENSEMBLE database. FASTQ files containing the unmapped reads were deposited into NCBI GEO (accession no. GSE94297). Up-regulation and down-regulation were defined as relative transcription levels above Log2-fold change (FC) ≥ |±5|. Genes that were up-regulated or down-regulated by more than two folds were selected and filtrated by scatter plot. A heatmap was generated by R 3.2.1 GUI 1.66 Snow Leopard build (6956) software. The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used for KEGG pathway analyses of the identified differentially expressed genes (DEGs) with thresholds of *P*-value <0.05 and enrichment gene count ≥3.

### Statistical analysis

Values were recorded as the mean±standard error (SEM) or ±standard deviation (S.D.) of the mean. The statistical significance of the differences among the means of several groups was determined using Student’s *t*-tests. *P*<0.05 was considered significant.

## Results

### MAF family of transcription factors in mouse testes

The functions of genes are determined in part by their expression patterns. The expression of large MAF transcription factors in mouse testes has not been fully elucidated. To identify which MAF factor is expressed in testes, MAF mRNAs were analyzed by RT-PCR in adult mouse tissues. We extracted the total RNA from various mouse tissues, including the testes, pancreas, spleen, kidney, and eye. After synthesizing the cDNAs, PCR was performed for *Mafa*, *Mafb*, *c-Maf*, *Nrl*, and the internal control *Hprt*. The results showed that *Mafb* and *c-Maf* are the only large MAF transcription factors expressed in testes, in addition to their expression in the pancreas, spleen, kidney, and eye. *Mafa* was expressed in the pancreas and eye, while *Nrl* was only detectable in the eye (Fig 1A). Next, we focused on the transcription factor *Mafb*. To determine whether *Mafb* expression in testes was from somatic cells or germ cells within the seminiferous tubules, we used adult *Mafb*-GFP knock-in mice in which the GFP gene was inserted into one allele of the *Mafb* locus, and WT mice were used as the control. Testicular cells were analyzed by flow cytometry as explained previously in the Materials and Methods. Testicular live cells (R1 population) had two subpopulations: R2, which represented germ cells, and R3, which represented Sertoli cells (Fig 1B and Supplemental S1 Fig). The proportion of GFP-positive cells (R4) from both germ cells and Sertoli cells revealed that a small population (3.79%) of germ cells expressed *Mafb*, while 42.4% of the Sertoli cells expressed *Mafb* (Fig 1B).

**Fig 1:**
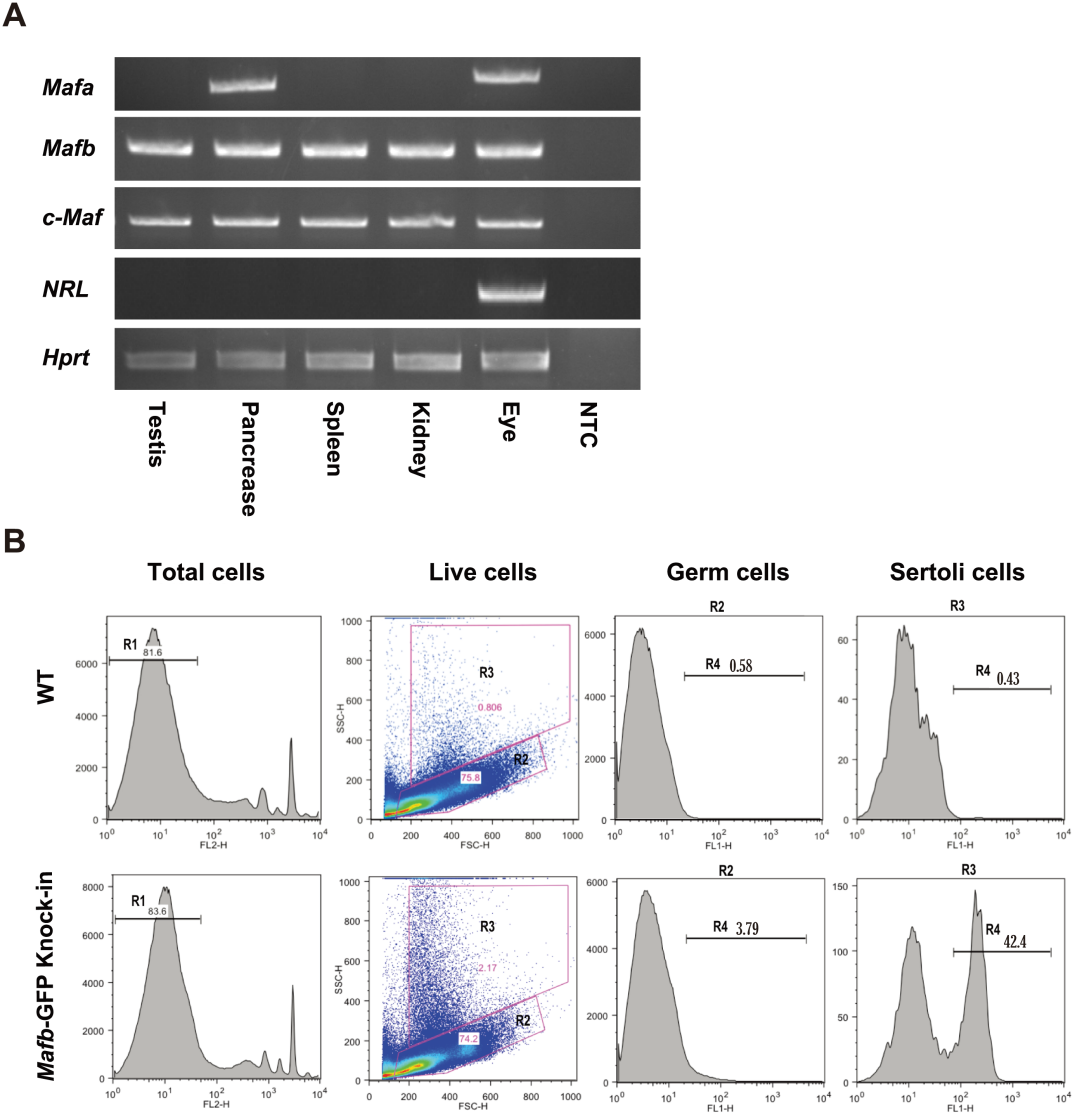
Expression of MAFB in mouse testes. (A) Reverse transcription-PCR (RT-PCR) of the large MAF transcription factors *Mafa*, *Mafb*, *c-Maf* and *Nrl* in various mouse tissues. Total RNA isolated from mouse testis, pancreas, spleen, kidney, and eye was used for RT-PCR analysis as described in the Materials and Methods section. RT-PCR of *Hprt* was carried out as a positive control. NTC was a non-template control. The RT-PCR analysis shown is representative of two independent experiments. (B) Detection of MAFB expression at Sertoli and germ cells in adult mouse testes. Testicular cells obtained from WT (upper panel) or *Mafb*-GFP knock-in mice (lower panel) were analyzed by FACS. Propidium iodide (PI)-negative cells (R1) were selected for flow sorting, while PI-positive dead cells were removed. The R1 fractions from WT or *Mafb*-GFP knock-in testicular cells were classified into two fractions, R2 representing germ cells and R3 representing Sertoli cells. GFP-positive cells are represented by the R4 fraction. The proportion of each fraction is shown above the bar.

We then localized the expression of MAFB protein in mouse testis sections by immunohistochemistry using anti-MAFB antibody at the E18.5 and adult stage. At E18.5, MAFB protein was detected in Leydig cells, as indicated by MAFB co-localization with STAR^+^ cells outside seminiferous tubules, and in Sertoli cells, as indicated by MAFB co-localization with GATA4^+^ cells inside the tubules. In contrast, germ cells (E-Cadherin^+^) were negative for MAFB at the E18.5 stage (Fig 2A).

**Fig 2:**
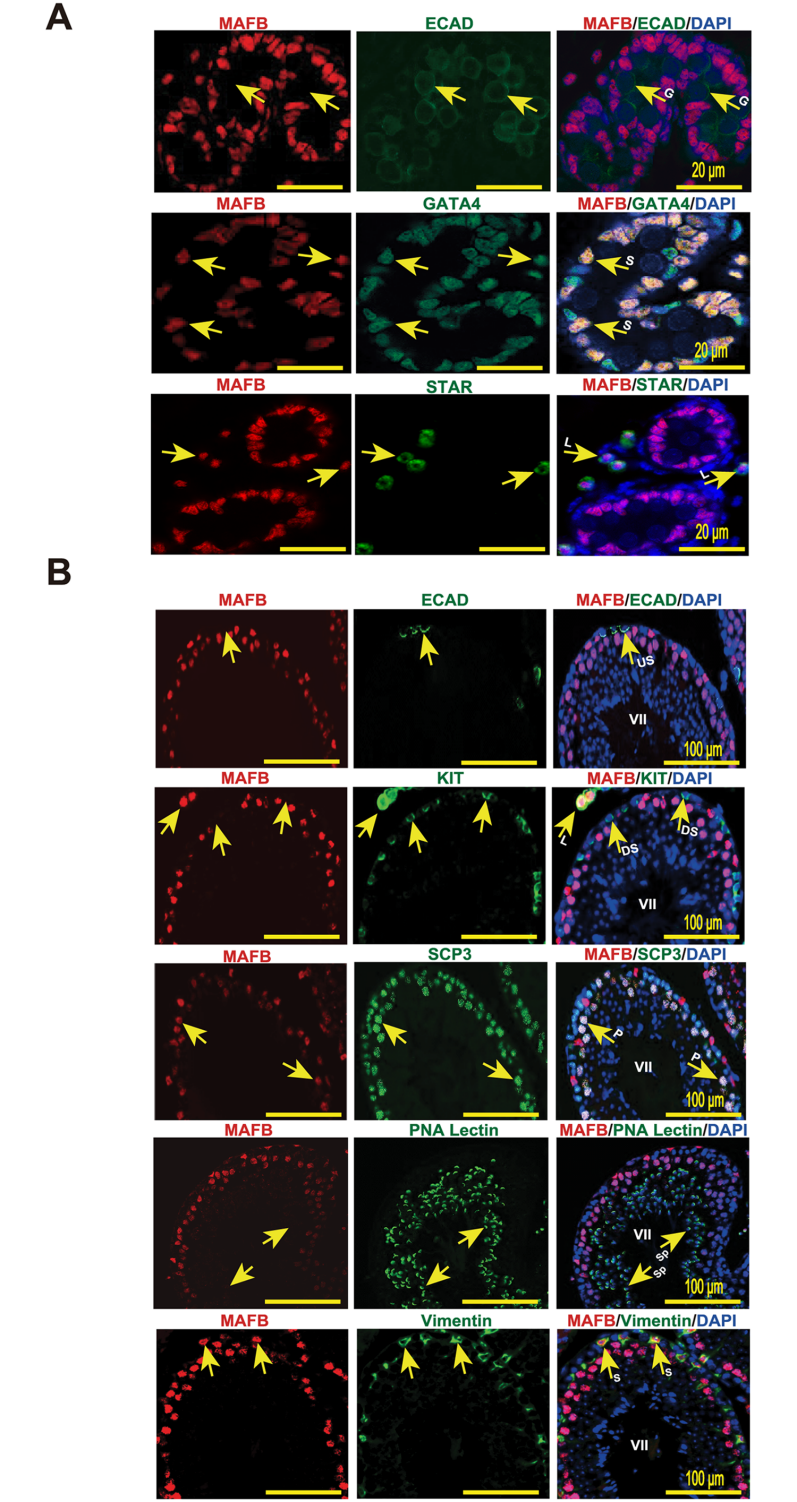
Localization of MAFB in mouse testes. (A) Localization of MAFB in E18.5 mouse testes. Double immunostaining of MAFB with E-cadherin (ECAD), GATA4, or STAR is shown. Nuclei were counterstained with DAPI. The color of each marker is indicated above the images. G; germ cells. S; Sertoli cells. L; Leydig cells. MAFB was specifically detected in Leydig cells and Sertoli cells. (B) Localization of MAFB in adult mouse testes. Double immunostaining of MAFB with E-cadherin (ECAD), KIT, SCP3, PNA Lectin, or vimentin is shown. Nuclei were counterstained with DAPI. The color of each marker is indicated above the images. All seminiferous tubules shown represent stage VII. US; undifferentiated spermatogonia. DS; differentiated spermatogonia. P; pachytene spermatocytes. Sp; spermatids. S; Sertoli cells. L; Leydig cells. MAFB was specifically detected in Leydig cells, Sertoli cells, and pachytene spermatocytes.

At the adult stage, Mafb was localized by staining of anti-MAFB together with markers for undifferentiated spermatogonia (E-cadherin), differentiated spermatogonia (KIT^+^ inside the tubule), spermatocytes (SCP3), spermatids (PNA-Lectin), Sertoli cells (vimentin), and Leydig cells (KIT^+^ outside the tubule) (Fig 2B). The results revealed that MAFB was localized at Leydig cells and Sertoli cells as indicated by MAFB co-localization with KIT^+^ cells outside the tubule and with vimentin, respectively. In addition, pachytene spermatocytes were found to be the only germ cells that expressed MAFB, as determined by MAFB co-localization with SCP3 cells and the morphology of their DNA. However, neither spermatogonia (ECAD^+^ or KIT^+^) nor other advanced germ cells, including spermatids (PNA-Lectin^+^) and testicular sperm expressed MAFB protein.

### Testis morphogenesis developed normally in *Mafb* KO mice

As described above, *Mafb* is expressed in embryonic testes. The effects of *Mafb* disruption on fetal testis morphogenesis were examined at the histological level and molecular level. We first analyzed the histology of prenatal mouse testes just before birth at E18.5 by staining with HE staining. The results showed that in for the *Mafb* KO mice, the seminiferous tubules were fully formed, and no abnormal structure was found in the testis sections (Fig 3A). Furthermore, Leydig and Sertoli cell numbers, the two types of cells that express *Mafb* in embryonic testes, were counted and shown as the number of cells per unit area (Fig 3B and 3C). Immunostaining for STAR (a Leydig marker) and GATA4 (a Sertoli marker within seminiferous tubules) were used as indicators. The average number of Leydig cells was 11±2 for WT *vs*. 10±3 in KO mice per 10000 μm^2^ area. The average number of Sertoli cells was 30±6 for WT *vs*. 33±7 in KO mice per 10000 μm^2^ area. In total, Leydig and Sertoli cell numbers did not differ significantly between KO and age-matched WT testes. In addition, no abnormal distribution or clustering of the Leydig cells was observed in the KO testes. To confirm and extend the histological data, the expression levels of cell type-specific genes involved in normal development and function of the testes were examined at E18.5 using qRT-PCR (Fig 3D). The expression level of *Oct4* (also known as *Pou5f1*), which is expressed exclusively in embryonic gonads by early pluripotent germ cells, was not altered between WT and KO testes. On the other hand, the expression levels of genes involved in steroid hormone synthesis as indictors of fetal Leydig cell development and function were examined in the KO testes. The steroidogenic protein levels of *StAR*, which facilitates the rapid transport of cholesterol into mitochondria, *Cyp11a1*, which catalyzes the conversion of cholesterol to pregnenolone, *Cyp17a1*, which catalyzes the conversion of pregnenolone into hydroxyprogesterone, and *Hsd3b1*, which converts pregnenolone to progesterone did not differ significantly between WT and KO testes, indicating that steroidogenic output was not compromised in the KO testes. Moreover, the expression of *Insl3*, which is produced by Leydig cells and is important for fetal testis descent, was unaltered. Similarly, the expression levels of the Sertoli cell markers *Amh*, *Sox9*, and *Wt1* were statistically unchanged between KO and WT mice. These data indicated that the development of the germ cell and somatic cell lineages in fetal testis are not disrupted in the absence of *Mafb*.

**Fig 3:**
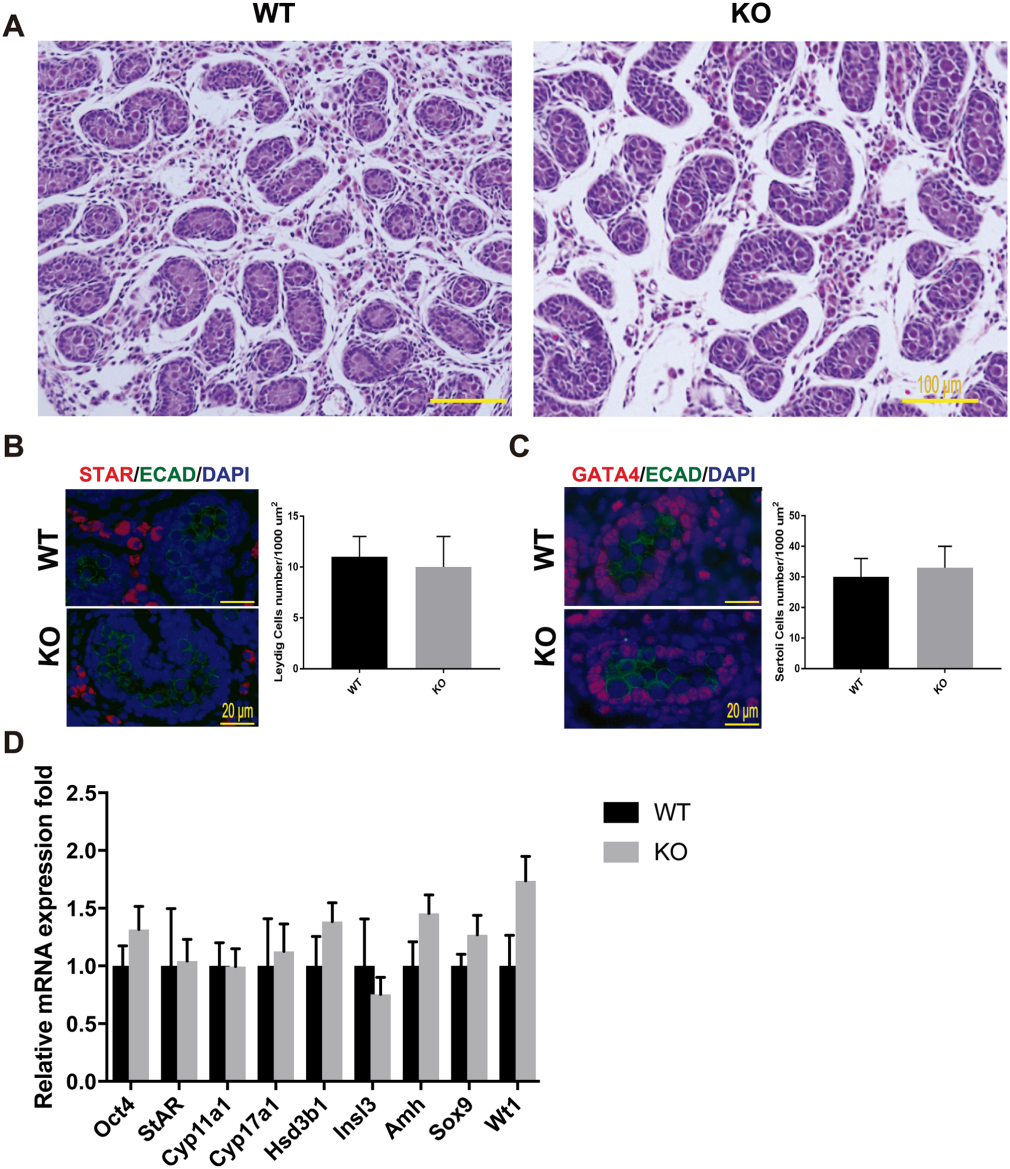
Testis morphogenesis of *Mafb* KO embryos developed normally. (A) Histological section of WT and KO E18.5 testes stained with HE. No morphological alteration or distribution was detectable. (B and C) Counts of Leydig and Sertoli cells from E18.5 WT and KO testes. Embryonic testes (*n* = 3 per genotype) were sectioned, and 4 sections for each gonad were randomly selected and stained with the germ cell marker E-cadherin (green) together with either STAR (red) or GATA4 (red). Numbers of STAR-positive cells outside seminiferous tubules (Leydig cells) or GATA4-positive cells inside the tubules (Sertoli cells) were counted per unit area. The values are the mean±S.D. *P<0.*05*. There was no significant difference between WT and KO cell counts. (D) The expression of genes involved in testes development and function. mRNA expression of the gene markers encoding for PGCs (*Oct4*), Leydig cells (*Cyp17a1*, *StAR*, *Insl3*, *Hsd3b1*, and *Cyp11a1*), and Sertoli cells (*Amh*, *Sox9*, and *WT1*) was determined by qRT-PCR in E18.5 WT and *Mafb* KO testes. Gene expression levels were normalized to *Hprt*. The bars represent the mean±SEM of five individuals. *P<0.05.

### MAFB in Sertoli cells is a stage-specific and induced by RA

According to our FACS analysis explained above, not all Sertoli cells express MAFB. Therefore, to identify the reason for that heterogeneous phenomenon, we performed co-immunostaining of Sertoli cells marker vimentin together with MAFB for the different seminiferous stages: I-III, IV-VI, VII-VIII and IX-XII. We found that the expression of MAFB in Sertoli cells was not observed in stages I-VI but was highly detectable in stages VII-VIII followed by stages IX-XII (Fig 4A). This observation was further confirmed by isolating the different seminiferous stages from mature WT mice testis followed by RNA extraction and qRT-PCR. Similarly, the mRNA level of *Mafb* was dramatically increased in stages VII-VIII (2.58±0.07-fold) followed by stages IX-XII (1.32±0.11-fold) (Fig 4B). *Mafb* in stages I-III and IV-VI was 0.59±0.03-fold and 1.00±0.18-fold, respectively. These data indicate that *Mafb* expression in Sertoli cells is stage specific.

**Fig 4:**
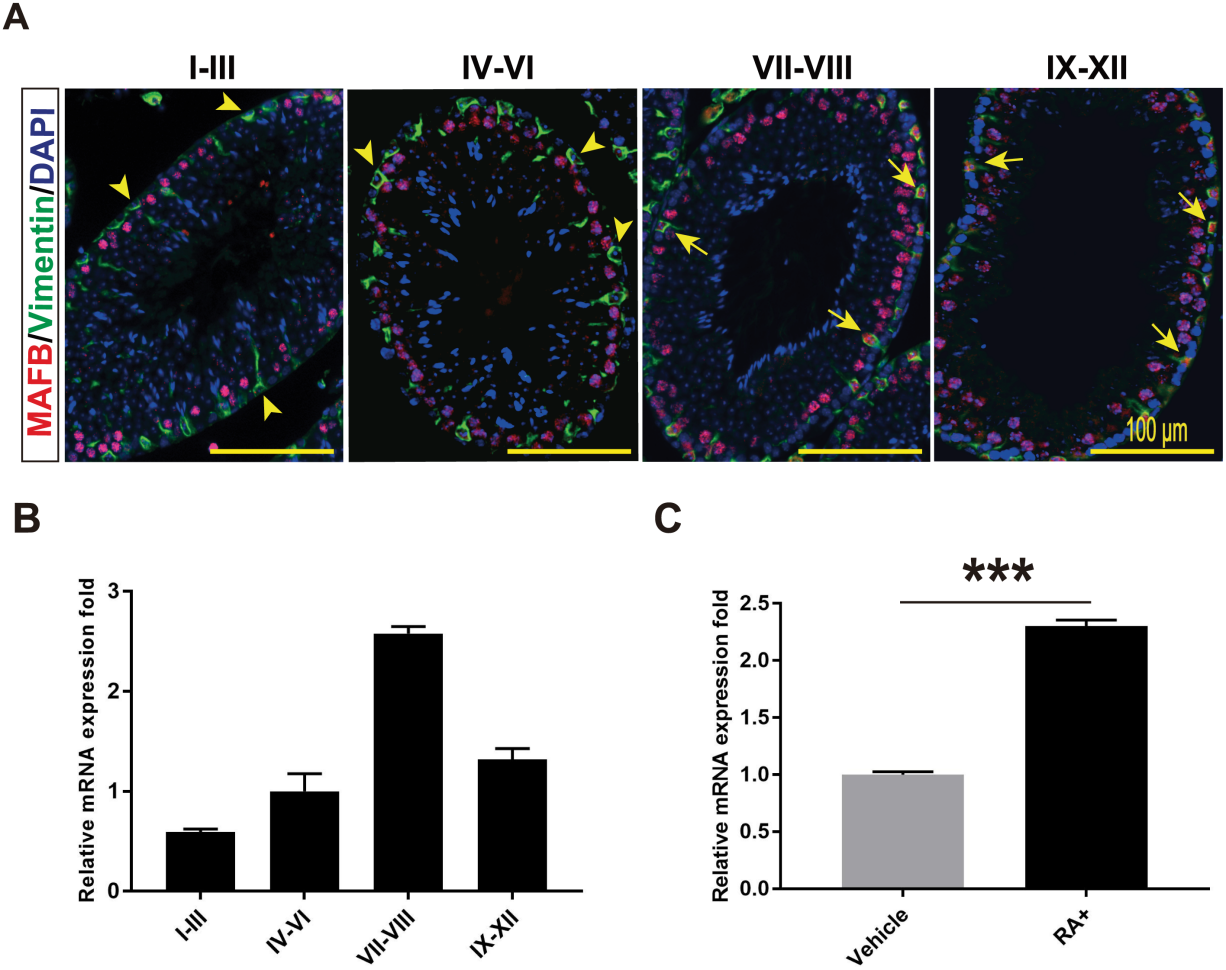
MAFB expression in seminiferous is stage specific and induced by RA. (A) Seminiferous tubules at stages I-III, IV-VI, VII-VIII and IX-XII were double immunostained with MAFB (red) and vimentin (green). Nuclei were counterstained with DAPI (blue). Arrowhead indicates MAFB-negative Sertoli cells, while Arrows indicated MAFB-positive Sertoli cells. MAFB in Sertoli cells was specifically detected in stages VII to XII. **(B)** Seminiferous tubules at stages I-III, IV-VI, VII-VIII and IX-XII were isolated from mature mouse testis, mRNAs were extracted, and the expression levels of *Mafb* were then compared by qRT-PCR. The proportion of stage-dependent *Mafb* expression is shown as columns. *Hprt* was used as an internal control. Bars represent the mean±S.D. (C) Cultured primary Sertoli cells were treated with 1 μM RA for 24 hours and expression changes in *Mafb* were quantified by qRT-PCR (*n* = 3). *Hprt* was used as an internal control. The bars represent the mean±S.D. ***P<0.001.

Next, because it is that stages VII-VIII are the stages in which A aligned spermatogonia transform into A1 under the control of RA [31–36], we examined whether *Mafb* is induced by RA synthesized in Sertoli cells. For this purpose, primary Sertoli cells were isolated and cultured in serum-free medium for 4 days followed by stimulation with RA at day 5. The expression changes in *Mafb* were quantified by qRT-PCR. The data revealed that the *Mafb* expression level was increased significantly by RA compared to that in control cells (Fig 4C). Altogether, *Mafb* showed the highest expression during stages VII-VIII, and the expression was increased by RA treatment in cultured Sertoli cells.

### Generation of *Mafb* conditional KO mice

We generated a tamoxifen-induced time-dependent deletion of conditional *Mafb* alleles. First, mice carrying floxed alleles of *Mafb* (*Mafb*^fl/fl^) were generated and then crossed with mice expressing Cre-ER^™^ recombinase (CAG-CreER^™^), which was driven by the chicken β-actin promoter and ubiquitously expresses the inducible Cre recombinase gene in all cell types [37].

After two generations, we obtained mice carrying both *Mafb* floxed alleles and one copy of the Cre-ER^™^ transgene (*Mafb*^fl/fl^;CAG-CreER^™^). Mice of the *Mafb*^fl/fl^;CAG-CreER^™^ genotype are herein designated *Mafb*-cKO, and age-matched *Mafb*^fl/fl^ mice were considered controls (Fig 5A). To determine the efficiency of the Cre deleter line used, we crossed CAG-CreER^™^ driver mice with double-fluorescent Cre reporter mice R26GRR (*ROSA26*^*CAG-GFP/tdsRed*^) that express GFP fluorescence constitutively in all cell types prior to Cre-mediated excision and tdsRED after excision [21, 22]. The resulting male offspring were genotyped, and double heterozygous mice carrying GRR and Cre recombinase were then injected with tamoxifen at 6 weeks age. Two weeks later, the expression of green or red fluorescence in the testes was analyzed under a fluorescence microscope. Sections of the testes switched from green to red fluorescence, indicating that Cre-ER^™^ was efficient (Fig 5B). Next, to check the ablation of *Mafb* in the cKO mice, six-week-old mice were intraperitoneally injected with tamoxifen, and time-courses of Mafb excision from tail DNA were examined at post tamoxifen injection days 1, 5, 10 and 15 using *Mafb* excision primer (*Mafb*^*Δ*^). *Mafb* was found to be excised efficiently in adult mice starting from day 10 post-tamoxifen injection (Fig 5C). To further confirm MAFB deletion in the testes, two weeks following tamoxifen injection, mice were sacrificed, and MAFB expression in the testes was analyzed by immunohistochemistry (IHC) and western blotting. IHC results showed that no fluorescence signals were detected in cKO testes compared with those in the controls (Fig 5D). In addition, western blotting confirmed the absence of MAFB protein in the cKO mice testes (Fig 5E). These results indicated that *Mafb* conditional alleles were successfully generated and tamoxifen induces MAFB deletion in cKO mice.

**Fig 5:**
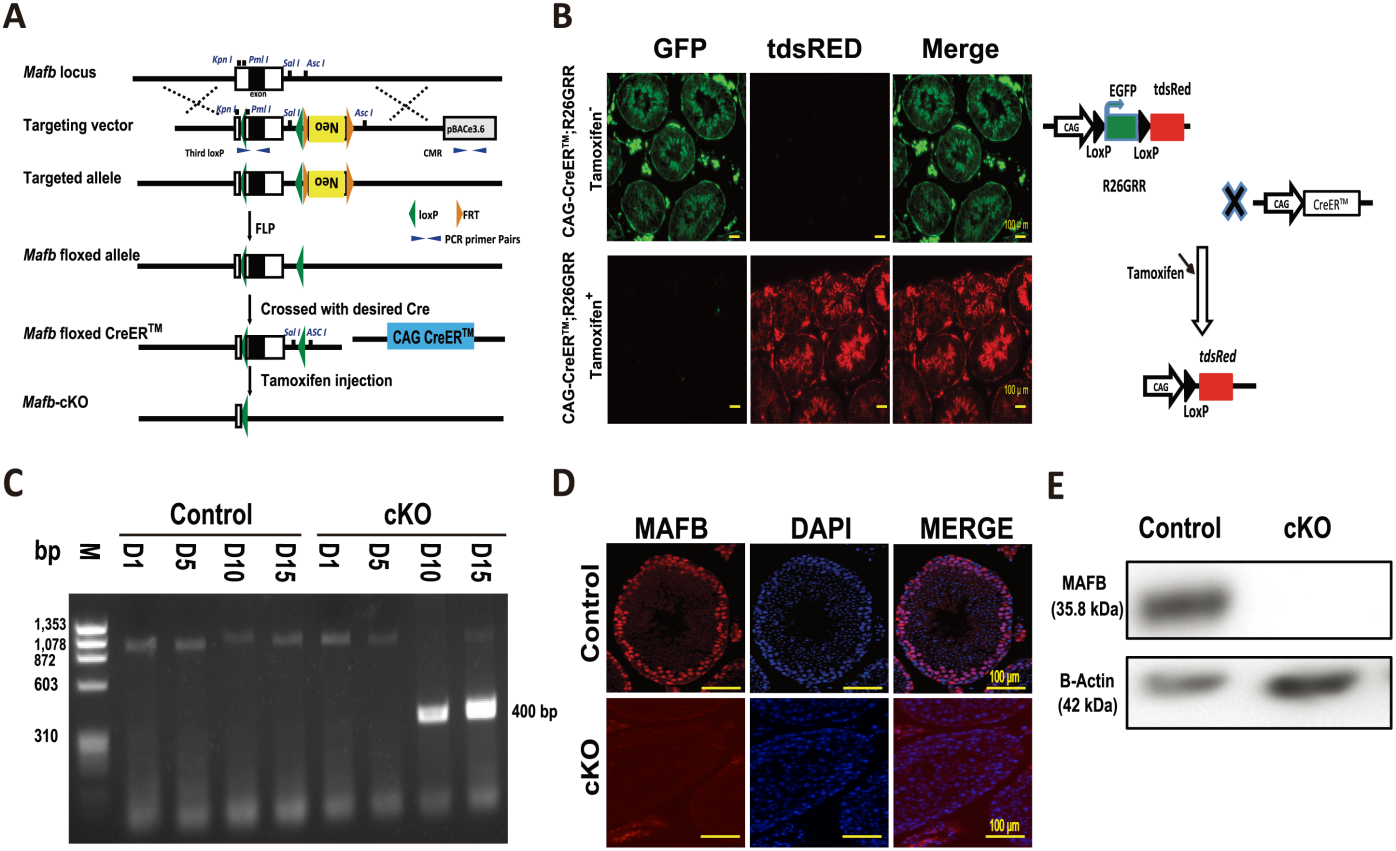
Generation of *Mafb*-cKO and efficiency evaluation. (A) Targeting strategy to generate *Mafb*^fl/fl^ CAG CreER^™^ (*Mafb*-cKO) mouse. The genomic structure of the mouse *Mafb* gene (top line) and illustrations of the targeting vector (second line) are shown. The *Mafb* single exon flanked by loxP sites (green triangles), and a neomycin (Neo) resistance cassette was inserted downstream flanked by FRT sites (orange triangles). The resultant targeted allele is shown (third line). The neomycin cassette was excised *in vivo* by crossing with the general FLP deleter strain, and the resultant floxed allele (fourth line) is shown. The floxed allele was crossed with the desired CAG-CreER^™^ (fifth line). The deleted allele after induction by tamoxifen is presented (bottom line). Restriction enzyme sites are shown in blue. PCR primers sites are indicated (blue triangles). (B) Efficiency of the Cre driver mice. The R26GRR reporter mouse, containing two cassettes EGFP flanked by loxP sites and tdsRED, was mated with the CAG-CreER^™^ driver mouse strain that ubiquitously expresses CreER^™^ in all cell types. The testes from a resultant male CAG-CreER^™^;R26GRR mouse were sectioned and analyzed pre- (upper panel) and post-tamoxifen injection (lower panel). The ability of the reporter mice to express tdsRED exclusively in testes was confirmed by microscopic examination of unstained sections. The mice crossing strategy is shown on the right. (C) Time-course of *Mafb* excision in the cKO mice. Six-week-old controls as well as cKO mice were intraperitoneally injected with tamoxifen. gDNA was extracted from mouse tails at post-tamoxifen injection days 1, 5, 10 and 15, and PCR was performed using a *Mafb*^*Δ*^ primer: 400 bp represents the deleted *Mafb* exon. D; Day. M; Marker. bp; base pair. (D) IHC was performed to verify MAFB deletion from cKO mouse testes after tamoxifen injection. Immunostaining for MAFB (red); nuclei were counterstained with DAPI (blue) as shown. The upper panel shows the control, while the lower panel shows cKO mouse testes. (E) Western blot confirming MAFB deletion in cKO mouse testes after tamoxifen injection. Total testis proteins were isolated, ~80 μg was loaded per well, and then the blot was probed with anti-MAFB or anti-β-actin antibody (internal control) for both the control and cKO mice, as shown. kDa; kilodaltons.

### MAFB is dispensable for spermatogenesis maintenance in adult mouse testes

At first, we aimed to investigate whether MAFB is required for initiation of spermatogenesis in neonatal mice. For this purpose, we induced MAFB deletion before spermatogonia differentiation begins by tamoxifen injection on postnatal day 1 to 3. Unexpectedly, cKO mice died soon after MAFB deletion at postnatal days 5–10 (*unpublished data*). In contrast, at postnatal day 45 (adult stage), all mice were alive upon MAFB deletion, indicating that MAFB deletion led to neonatal death. Therefore, we analyzed whether MAFB deficiency would result in a disruption of spermatogenesis of adult mice. For this purpose, cKO and control mice (*n* = 4, per group) were injected with tamoxifen at 6 weeks of age and analyzed at 3 and 8 months of age. Each single animal was sacrificed, testes were dissected and histological sections were prepared and analyzed by PAS staining. The results showed that the seminiferous tubules had no abnormal morphological structure and exhibited complete spermatogenesis at both time points examined (Fig 6A). We then examined the absence of any testicular cell types by immunostaining with various cell type-specific markers. The results showed that the undifferentiated spermatogonia (GFRA1^+^ or PLZF^+^), differentiated spermatogonia (KIT^+^ inside the tubule), spermatocytes (SCP3^+^), spermatids (PNA-Lectin^+^), Sertoli cells (SOX9^+^ or vimentin^+^), and Leydig cells (KIT^+^ outside the tubule or STAR) were all present in the testicular sections from 3 and 8-month-old mice (Fig 6B). To confirm the histological data, the expression levels of cell type-specific genes involved in spermatogenesis development and testis functions were examined in 3- and 8-month-old cKO mice compared with age-matched control mice using qRT-PCR (Fig 6C). The expression levels of the following germ cell marker genes were not significantly different between cKO and control mice: *Nanos3*, expressed by undifferentiated spermatogonia; *c-Kit*, expressed by differentiated spermatogonia; *Sohlh1*, expressed by undifferentiated and differentiated spermatogonia; *Stra8*, expressed by differentiated spermatogonia and preleptotene spermatocytes with the onset of mitotic/meiotic switching; and *Prm2*, expressed at post-meiotic by haploid spermatids. Similarly, the expression level of the Leydig cell protein *Hsd3b1* involved in steroidogenic synthesis and the Sertoli cell protein *Sox9* were statistically unchanged between cKO and control mice. Furthermore, we examined whether there were any differences in the proportion of seminiferous stages in 3- and 8-month-old cKO mice compared with to age-matched controls (Fig 6D). Testis sections were stained by PAS staining and scored as explained in Materials and Methods. The data showed that the percentage of seminiferous stages at the examined ages were not significantly different. Collectively, we concluded that testicular function and spermatogenesis of the *Mafb*-cKO mice were apparently normal.

**Fig 6:**
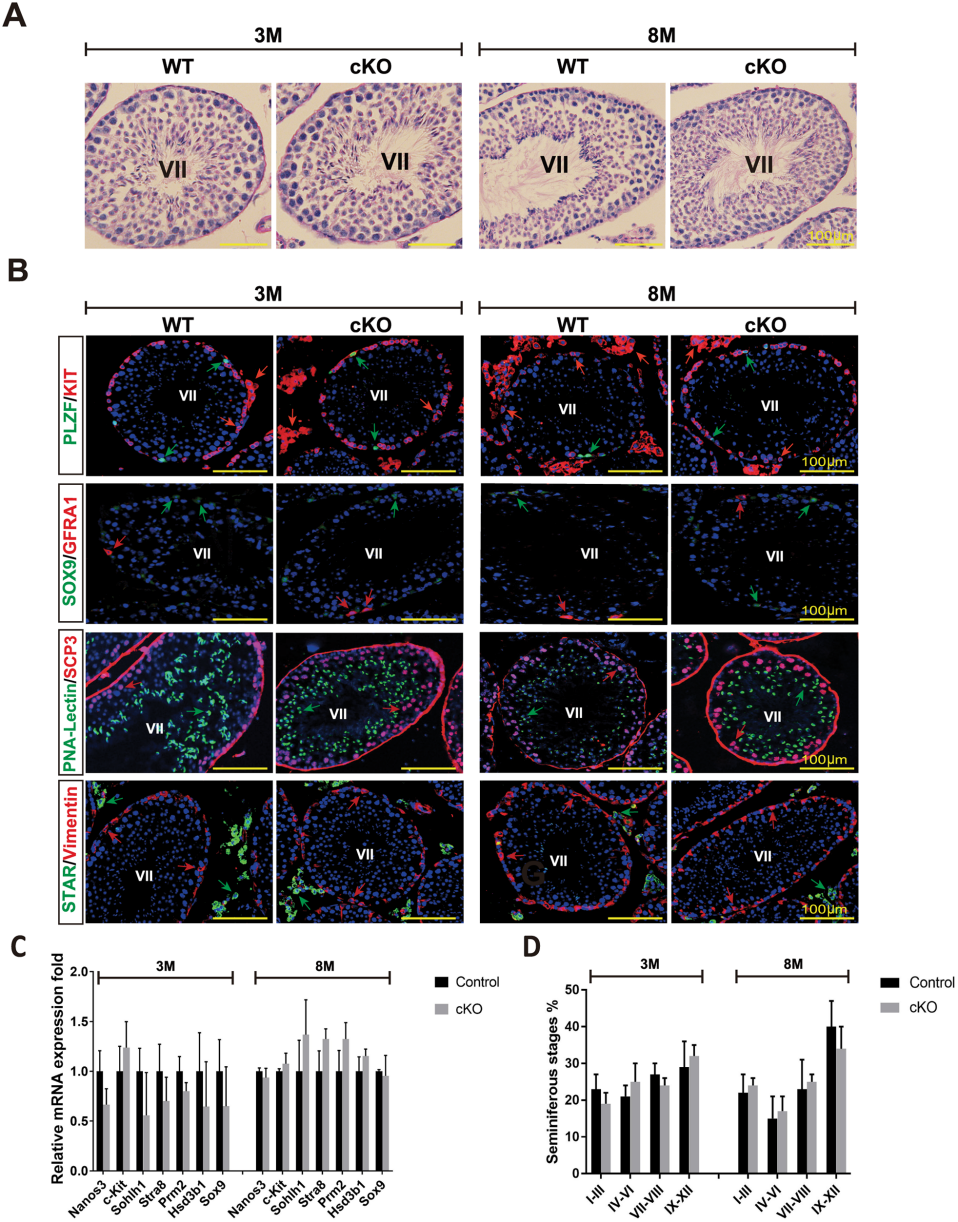
Spermatogenesis development of adult *Mafb*-cKO mice. Six-week-old mice were injected with tamoxifen and testes of cKO mice at 3- and 8-months of age were examined compared to those of age-matched controls (*n* = 4 for each group). (A) Testicular sections stained with Periodic acid-Schiff (PAS). (B) Immunostaining with various testicular cell types; undifferentiated spermatogonia (GFRA1 and PLZF), differentiated spermatogonia (KIT^+^ inside the tubule), spermatocytes (SCP3), spermatids (PNA-Lectin), Sertoli cells (SOX9 and Vimentin), and Leydig cells (KIT^+^ outside the tubule and STAR). The color of markers is indicated in the left boxes in panels. Colored arrows corresponding to the boxed markers are shown. (C) The expression level of the genes involved in testis function and germ cell development. The marker genes representing undifferentiated spermatogonia (*Nanos3*), differentiated spermatogonia (*c-Kit*), undifferentiated and differentiated spermatogonia (*Sohlh1*), differentiated spermatogonia and preleptotene spermatocytes (*Stra8*), spermatids (*Prm2*), Leydig cells (*Hsd3b1*), and Sertoli cells (*Sox9*) were analyzed by qRT-PCR. Each reaction was performed in duplicate for each gene. The data represent the means±SEM and are shown as relative mRNA expression after normalization to *Hprt*. *P<0.05. (D) The proportion of seminiferous stages: I-III, IV-VI, VII-VIII, and IX-XII from each genotype. *P<0.05. M; Month.

As MAFB is expressed in Leydig cells, we then examined if the lack of MAFB would affect the testosterone levels produced by Leydig cells, which is a mandatory hormone for spermatogenesis (Fig 7A). Therefore, we collected blood samples and checked plasma testosterone levels from 3- and 8-month-old male cKO *versus* age-matched control mice (*n* = 4, each group). There were no changes in plasma testosterone levels in either the 3-month-old mice (cKO = 225.56±20.07 *vs*. control = 212.23±57.83 pg/ml (mean±SEM); *P* = 0.8382) or the 8-month-old mice (cKO = 132.6±19.75 *vs*. control = 141±19.73 pg/ml (mean±SEM); *P* = 0.7802). Each single animal was then tested for fertility by mating with one WT C57BL/6J female. The cKO mice were shown to be fertile, with a litter size comparable to the age-matched control (Fig 7B). The mean pup number for the 3-month-old group was cKO = 7.25±1.25 *vs*. control = 8±1.8 pups (mean±SEM; *P* = 0.0.6658), and the 8-month-old group was cKO = 6±0.91 *vs*. control = 5.75±0.85 pups (mean±SEM; *P* = 0.8481). The mice from 3- and 8-month-old groups were then sacrificed, testis weight was measured, and the cauda epididymis was dissected for sperm analyses. The results showed that testis weight, sperm count, sperm motility, and progressive motility were not statistically different between cKO and age-matched control mice (Fig 7C–7F). Together these data illustrate that MAFB is not required for spermatogenesis maintenance in adult mice.

**Fig 7:**
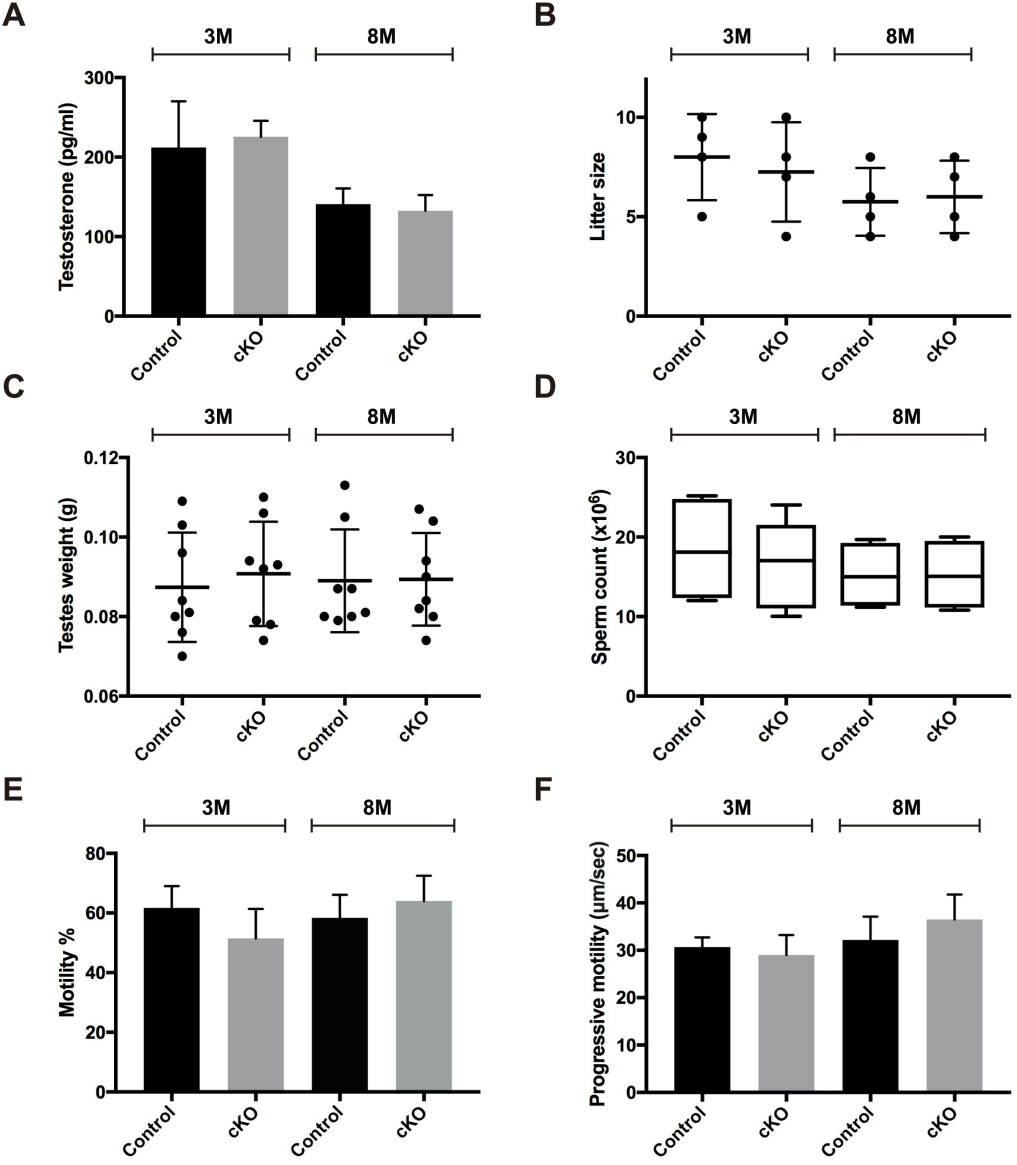
Examination of the testosterone levels and male fertility of adult cKO mice. Six-week-old cKO mice were injected with tamoxifen and examined at 3- and 8-months of age compared with age-matched controls (*n* = 4 for each group). **(A)** Blood plasma testosterone levels. (B) Litter size. (C) Testis weights. (D) Epididymal sperm counts. (E) Sperm motility %. (F) Progressive motility. M; Month. The data represent the mean±SEM. *P<0.05.

### Changes in the transcriptome profile of *Mafb*-cKO Sertoli cells

Since MAFB is a transcription factor, we were interested in examining whether the expression of the transcriptome of Sertoli cells was affected by the absence of MAFB. Sertoli cells were sorted from 3-month-old cKO as well as age-matched control mice (*n* = 3, each group). Total RNA was extracted from the isolated cells, and RNA samples (pooling for WT or cKO, *n* = 3 each) were analyzed by RNA-Seq. 

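The RNA-Seq experiment compared sorted cells of *Mafb*-cKO mice with those of control mice, with 1 library per genotype. Mice were given 75 mg/kg tamoxifen on each of 5 days from 6 weeks of age and were 3 months old when cells were sorted. The RNA of 3 mice was pooled for each library, so the experiment has no replicate check, no test was possible, and every value describes these 2 libraries. In the paper the control mice are *Mafb* fl/fl without Cre and the driver is CAG-CreER, whereas the sample labels call the control Wild Type and the driver Cre-ERT2. Libraries were depleted of ribosomal RNA and made from 9 to 70 ng of total RNA, then read as 2 x 36 bases per fragment. The authors mapped reads to the mm10 mouse genome and quantified genes of the Ensembl annotation with CLC Genomics Workbench 7.5.1. The values are RPKM, reads normalized for gene length and for the mapped reads of the library, for 38924 genes. Both libraries hold the same set of values in another order, so the values were quantile-normalized between the libraries, a step that gives them one common distribution. Read numbers and depth cannot be recovered from such values, and the depth is unknown. In each library 18349 genes were above 0 and 11770 were at 1 RPKM or more. In the control library, the 1511 lowest values above 0, up to 0.0406 RPKM, follow the alphabetical order of the gene symbols with 99.2% of neighbours in order, so these control values carry no measurement. A log2 ratio is the cKO value over the control value, with no pseudocount, for genes above 0 in both libraries. For a gene list, the median over members at 1 RPKM or more in the higher library is given with a 95% interval from ranks over the members. The percentile places that median among 10000 random lists of the same size and like expression.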

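The sorted fractions held abundant transcripts of Leydig cells, macrophages and late germ cells beside those of Sertoli cells, in both genotypes. *Insl3*, a peptide hormone of Leydig cells, was at 11738 RPKM in the control and 23722 in the cKO library. The steroidogenic enzyme genes *Cyp17a1* (2136 and 1553 RPKM) and *Cyp11a1* (1994 and 2207 RPKM) were also among the highest. *Lyz2*, which encodes lysozyme of macrophages, was at 1553 RPKM in the control and 782 in the cKO library, and the protamine gene *Prm1* of elongating spermatids was at 2416 RPKM in both. Of the Sertoli cell genes, *Clu*, encoding clusterin, was at 500.3 and 711 RPKM and *Defb19*, a defensin gene, at 480 and 637 RPKM. *Sox9* and *Wt1*, which encode transcription factors of Sertoli cells, were lower, at 0.838 and 0.733 RPKM in the control library. *Fshr*, the receptor for follicle-stimulating hormone, was listed at 0 in both. The median level was 295 RPKM in the control and 290 in the cKO library over 10 Leydig cell genes, 59.4 and 38.9 over 25 macrophage genes, and 4.98 and 3.53 over 25 Sertoli cell genes. Over the 19 measured Sertoli cell genes, those at 1 RPKM or more in the higher library and above 0 in both, it was 23.5 RPKM in the control and 38.6 in the cKO library. Transcripts of lymphocytes were scarce, with a median of 0 RPKM in both libraries over 14 T and NK cell genes. Mitochondrial genes took 9.40% of the summed values in the control and 6.95% in the cKO library, and 2 gene models of ribosomal RNA type, Gm26917 and Gm26924, took 10.4% and 6.34%. Some list genes are not exclusive to their cell type: *Gata4*, *Inha* and *Nr5a1* are also expressed in Leydig cells, and *Vim* in fibroblasts and macrophages. *Kit*, in the list of differentiating spermatogonia, also marks Leydig cells in the paper's staining. *Fshr* was chosen after its values were seen.

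**Figure D1:**
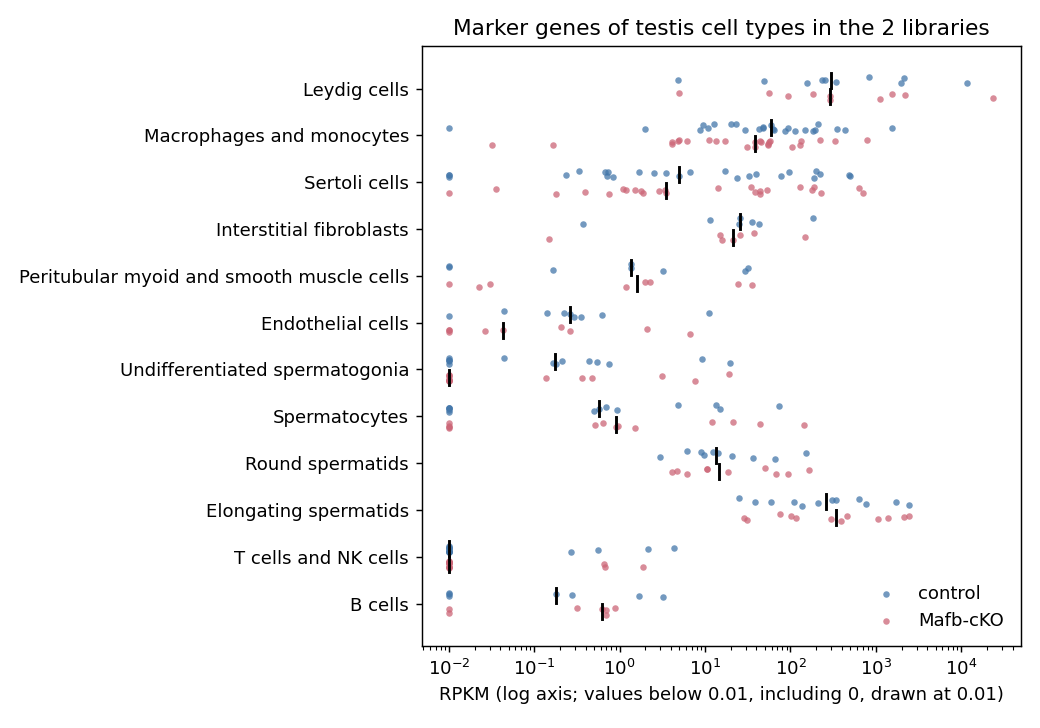
Levels of marker genes of testis cell types. Each point is 1 gene, the x axis is RPKM on a log scale with values below 0.01 drawn at 0.01, blue marks the control and red the cKO library, and black ticks mark the medians. The Leydig cell medians are 295 and 290 RPKM, and the Sertoli cell medians over all 25 genes 4.98 and 3.53 RPKM, against 23.5 and 38.6 RPKM over the 19 measured ones.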

The purity of the isolated cells was confirmed by immunostaining using a Sertoli cell-specific marker (S2A Fig). The peaks representing RNA-Seq tag counts of the *Mafb* single exon confirmed the reduction of *Mafb* in cKO Sertoli cells (S2B Fig). 

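*Mafb* was at 50.7 RPKM in the control and at 6.87 RPKM in the cKO library, a log2 ratio of −2.88, or 7.38-fold lower. Genes of a like mean level had log2 ratios with a spread of 0.52, a robust equivalent of the SD. *Mafb* has 1 exon and lies on the minus strand of chromosome 2 of mm10 from 160363703 to 160367065. Of the other MAF family genes, *Maf*, which encodes the large MAF factor c-MAF, was at 16.5 and 10.1 RPKM (log2 ratio −0.71). The small MAF genes *Maff* and *Mafk*, whose proteins lack the acidic domain of the large MAFs, were at 32.5 and 15.9 RPKM (log2 ratio −1.03) and at 32.1 and 20.8 RPKM (log2 ratio −0.63). The large MAF genes *Mafa* and *Nrl* were listed at 0 in both libraries. Over the 4 measured members of the family, the deleted gene *Mafb* included, the median log2 ratio was −0.87. The log2 ratio of *Maff* was under 2-fold with a pseudocount of 1 (−0.98), with TMM scaling (−0.94) and relative to housekeeping genes (−0.89).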

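Of the 15966 genes above 0 in both libraries, 2686 were at least 2-fold lower and 1817 at least 2-fold higher in the cKO library, so that 59.6% of these 4503 genes were lower. These counts include genes whose control value carries no measurement. With those control values set to 0, a setting chosen after the data were seen, 2662 were lower and 1652 higher (61.7% lower). Among the genes that were lower, *Cd163*, a scavenger receptor of macrophages, was at 20.1 RPKM in the control and 5.01 in the cKO library (log2 ratio −2.01). *Pf4*, which encodes a chemokine, was at 164 and 48.0 RPKM (log2 ratio −1.77). Among the genes that were higher, *Tssk1*, a kinase of spermatids, was at 20.7 and 68.6 RPKM (log2 ratio 1.73), and *Hist1h2ba*, a testis histone, was at 37.4 and 116 RPKM (log2 ratio 1.64). A further 2383 genes were at 0 only in the control and 2383 only in the cKO library. The normalization gives both libraries the same number of zeros, so these counts are equal by construction. Of the 1511 genes whose control values carry no measurement, 220 were above 0 in the cKO library. The rest are among those at 0 only in the cKO library. Of the genes at 0 in 1 library, 270 were at 1 RPKM or more in the cKO and 156 in the control library. With a pseudocount of 1 the counts were 759 lower and 942 higher, and among genes at 5 RPKM or more in the higher library they were 467 and 496. Lower genes then made up 44.6% and 48.5% of the genes past 2-fold.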

RNA-Seq analysis showed that 1937 transcripts with a fold change ≥2 in cKO Sertoli cells were differentially regulated, and among them, 1103 were down-regulated and 834 were up-regulated. 

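Among named genes at 5 RPKM or more in the higher library, the lowest ratios were those of *Cml5* (9.95 RPKM in the control and 0.0738 in the cKO library, 135-fold lower) and *Ugt1a6b*, a glucuronosyltransferase gene (43.0 and 0.380 RPKM, 113-fold lower). Immune genes among the 10 lowest were *Bcl2a1b*, an anti-apoptotic gene of leukocytes, with 23.2 and 1.03 RPKM, the interferon-induced GTPase gene *Igtp* at 8.08 and 0.566, and the cytokine gene *Il6* at 7.31 and 0.597. The other 5 of the 10 lowest were *Iqcf6*, *Rnf133*, *Rnu11*, *Lmo2* and *Gstp2*, with log2 ratios from −4.74 to −3.55. The highest ratios included the histone gene *Hist1h2bk* (0.111 and 5.41 RPKM), *Hist1h2al* (0.713 and 23.8 RPKM), annotated as a processed pseudogene, and *Tcte3*, a dynein light chain gene of the sperm tail, at 5.76 and 108 RPKM. *Nme3*, a nucleoside diphosphate kinase gene, had a log2 ratio of 4.75, and *Cpt1b*, which imports fatty acids into mitochondria, of 3.04. The others were *Wfdc3_1*, *Rnu12*, *Prps1l1_2* and *Ccdc85c*, with log2 ratios from 3.99 to 3.02, and *Vaultrc5*, whose control value is among those that carry no measurement. Other pseudogenes and gene models had some of the largest ratios, such as Gm7290 (5.04 and 0.0201 RPKM), *Rpl19-ps11* (36.3 and 0.306 RPKM) and *Ppp1r2-ps6* (0.0928 and 11.4 RPKM). Histone genes had large ratios in both directions, with *Hist1h2bh* at 2.73 and 0.0311 RPKM. The SD of their log2 ratios lay at percentile 99.5 of matched lists. The paper does not state how reads shared by near-identical genes were assigned, and whether this shaped the folds of single members of gene families was not tested. The folds of all 1103 genes in S1 Table lay within 1% of the ratio of the 2 values, from 2.00 to 354. All 834 folds in S2 Table did so too, from 2.00 to 4.93. In both tables each gene differed by at least 1.00 RPKM between the libraries. *Cml5*, *Ugt1a6b* and the other named lower genes are in S1 Table, and none of the 10 named higher genes is in S2 Table. Gene models make up 227 of the S1 and 157 of the S2 genes.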

Detailed information regarding the down-regulated and up-regulated transcripts is listed in S1 and S2 Tables, respectively. 

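*Tlr1*, which encodes a Toll-like receptor for bacterial lipopeptides, was at 2.38 RPKM in the control and 0.153 in the cKO library (log2 ratio −3.95). *Nlrp3*, an inflammasome sensor, was at 15.8 and 7.53 RPKM (log2 ratio −1.07). *Nck2*, a signaling adaptor, was at 1.28 and 5.76 RPKM (log2 ratio 2.17), *Prr3* was at 0.903 and 2.54 RPKM (log2 ratio 1.49), and *Gng11*, a G protein gamma subunit, was at 0.949 and 2.00 RPKM (log2 ratio 1.08). On mm10, *Tlr1* lies on chromosome 5 from 64924679 to 64933563 and *Nlrp3* on chromosome 11 from 59541568 to 59566956. *Nck2* lies on chromosome 1 from 43444579 to 43570515, *Prr3* on chromosome 17 from 35972541 to 35980236 and *Gng11* on chromosome 6 from 4003904 to 4008445. With a pseudocount of 1 the log2 ratios were −1.55 for *Tlr1*, 1.57 for *Nck2*, 0.90 for *Prr3*, 0.62 for *Gng11* and −0.98 for *Nlrp3*, the last 3 under 2-fold. *Nlrp3* was also under 2-fold with TMM scaling (−0.99) and relative to housekeeping genes (−0.94).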

*Gng11*, *Nck2*, *Prr3*, *Tlr1*, and *Nlrp3* were randomly selected and examined by qRT-PCR which validated the RNA-Seq data (S2C Fig).

DAVID Database was used for KEGG pathway analyses of the identified DEGs with fold change ≥2 in *Mafb*-cKO Sertoli cells as indicated in Table 2. 

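In the down-regulated part of Table 2, cytokine and chemokine signaling genes made up the 2 largest pathways. In cytokine-cytokine receptor interaction all 33 listed genes were at least 2-fold lower, with a median log2 ratio of −1.59. Among them *Il10*, an anti-inflammatory cytokine, was at 10.5 RPKM in the control and 0.954 in the cKO library, and *Ccl24*, a chemokine, at 18.8 and 1.73 RPKM. The 25 genes of chemokine signaling had a median of −1.39, and the 21 genes of Toll-like receptor signaling, including *Tlr2* at 41.0 and 14.9 RPKM, had −1.41. In complement and coagulation cascades the 9 genes had a median of −1.55, with the anaphylatoxin receptor genes *C5ar1* at 24.7 and 7.09 RPKM and *C3ar1* at 26.5 and 8.42 RPKM. Of the 22 symbols under Ribosome, 19 are pseudogenes or gene models. The other 3 were *Rpl36a* at 26.2 and 10.9 RPKM, *Rpl21* at 6.65 and 2.56, and *Rps27a* at 67.2 and 33.6. They are the only 3 of 83 measured ribosomal protein genes at least 2-fold lower, and 6 were at least 2-fold higher, such as *Rpl23a* at 52.3 and 145 RPKM. In the 4 up-regulated pathways the 61 distinct genes were all at least 2-fold higher. They include 5 axonemal dynein genes, which encode motors of the sperm tail, such as *Dnah17* at 4.93 and 12.4 RPKM, and *Ptgds*, a prostaglandin D synthase gene, at 711 and 1842 RPKM. The 15 down-regulated pathways share genes and hold 128 distinct ones, 3 of them also in the list of macrophage genes. The paper chose these genes on these libraries, so their direction is not independent evidence. With a pseudocount of 1, fewer listed genes were at least 2-fold apart, for example 12 of 21 for Toll-like receptor signaling, 6 of 13 for apoptosis and 21 of 42 for metabolic pathways.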

The pathways with *P*-value <0.05 and enrichment gene count ≥3 of the down- and up-regulated genes were not related to reproduction. 

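Of 19 measured Sertoli cell genes, 13 were higher in the cKO library than in the control, and most germ cell lists had median log2 ratios above 0. Of these Sertoli cell genes 3 were at least 2-fold higher and 0 at least 2-fold lower, with a median of 0.41 (interval −0.09 to 0.76, percentile 99.6). The 3 were the tight junction gene *Cldn11* at 4.98 and 14.1 RPKM, the androgen carrier gene *Shbg* at 0.715 and 1.77, and the cystatin gene *Cst12* at 17.1 and 34.8. With a pseudocount of 1, *Shbg* and *Cst12* were under 2-fold. *Kitl*, the ligand for the KIT receptor of germ cells, was at 6.59 RPKM in the control and 3.53 in the cKO library. Of the germ cell lists, 5 measured spermatocyte genes had a median of 1.16, with 3 at least 2-fold higher, including *Piwil1*, a piRNA-binding protein gene, at 4.83 and 12.0 RPKM. The synaptonemal complex genes *Sycp1*, *Sycp2* and *Sycp3*, chosen after their values were seen, were under 1 RPKM in both libraries and so not among the 5, with log2 ratios of 0.73, 0.04 and −0.04. The median was 0.35 (interval −0.42 to 0.58) over 10 round spermatid genes and 0.33 (interval 0.00 to 0.54) over 12 elongating spermatid genes, such as the transition protein gene *Tnp1* at 769 and 1370 RPKM. For spermatogonia it was −0.02 over 3 undifferentiated and 0.57 over 3 differentiating genes. The 0.57 is the log2 ratio of *Kit*, at 94.4 and 141 RPKM, which the paper also uses to mark Leydig cells outside the tubule. Of 9 blood-testis barrier genes 1 was at least 2-fold higher, with a median of 0.09 (percentile 69.6). Of 7 genes listed as Sertoli factors acting on germ cells, *Bmp4* (7.05 and 1.57 RPKM) and *Igf1* (5.86 and 1.57 RPKM) were at least 2-fold lower. *Inhbb* (0.369 and 2.53 RPKM) was at least 2-fold higher and reached 1 RPKM only in the cKO library. Which cells these transcripts came from was not tested, as the fractions also held transcripts of Leydig cells and macrophages. Retinoic acid genes had a median of −0.10 over 12 members (percentile 32.9), with the retinal dehydrogenase gene *Aldh1a1* at 1081 RPKM in both libraries and *Crabp2*, a retinoic acid binding protein gene, at 3.21 and 0.727. The paper measured the Fig 6C genes in RNA of testes, not of sorted cells, so the values here are not of the same material. Of these genes, *Nanos3* was listed at 0 in both libraries and *Sohlh1* at 0 in the control and 1.26 RPKM in the cKO library. *Prm2* was at 1740 and 2136 RPKM. *Stra8* was listed at 0 in the cKO library, and its control value carries no measurement. For Sertoli cell genes the median was 0.28 (percentile 96.7) among members at 5 RPKM or more, which lies within the central 95% of matched lists.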

Notably, the identified down regulated genes were related to immunodeficiency and phagocytosis activity of Sertoli cells, as revealed in Table 2.

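Genes of macrophages and of innate immunity had median log2 ratios below 0 in the cKO library. Of 24 measured macrophage genes 10 were at least 2-fold lower and 0 at least 2-fold higher, with a median log2 ratio of −0.97 (interval −1.13 to −0.65, percentile 0). The mannose receptor gene *Mrc1* was at 48.0 and 17.1 RPKM, *Cd14*, a co-receptor for lipopolysaccharide, at 147 and 54.2, and *Csf1r*, the receptor for a macrophage growth factor, at 192 and 103. Of 6 Fc receptor genes, which bind antibodies, 3 were at least 2-fold lower (median −1.02, interval −4.76 to −0.15, percentile 0.05), among them *Fcgrt* at 135 and 63.1 RPKM and *Fcgr2b* at 29.0 and 13.9. The median was −1.41 over 23 chemokine and cytokine genes (interval −1.78 to −0.79, percentile 0), 15 of them at least 2-fold lower, and −0.78 over 15 complement genes (interval −1.38 to −0.27, percentile 0), 6 of them at least 2-fold lower. Of 13 genes of Toll-like receptors and adaptors 7 were at least 2-fold lower, with a median of −1.0 (interval −1.46 to −0.31, percentile 0.05). The 22 measured genes for engulfment of apoptotic cells had a median of −0.26 (interval −0.47 to 0.10, percentile 2.48), with 1 gene at least 2-fold lower. That gene was *Mertk*, a receptor tyrosine kinase for dying cells, at 10.3 and 3.57 RPKM, while its ligand gene *Gas6* was at 264 and 223. Lysosome genes had a median of −0.26 over 20 members, 1 of them at least 2-fold lower, and MHC class II genes, of antigen presentation, had −0.14 over 6 members with none past 2-fold. The 11 genes under Fc gamma R-mediated phagocytosis in Table 2, chosen by the paper on these libraries, had medians of 4.05 and 1.76 RPKM. Among these, the kinase gene *Hck* was at 7.21 and 3.10 RPKM and *Rac2*, a GTPase of leukocytes, at 8.03 and 2.06. The macrophage list overlaps the others: *C1qa*, *C1qb*, *C1qc*, *Fcgr1*, *Fcgr3*, *Fcer1g*, *Itgam* and *Cd14* each belong to it and to the complement, Fc receptor or Toll-like receptor list. The S1 Table folds of *Mrc1*, *Cd163* and *Ptprc*, members of the macrophage list, had been seen before the rule for named genes was written. The macrophage, chemokine, Toll-like receptor, complement and Fc receptor lists also hold genes of Table 2. Examples are *Cd14*, *Cx3cr1* and *Ptprc* of the macrophage list, and *Il10*, *Tlr2*, *C5ar1* and *Fcgr2b* of the others. The paper chose those genes on these libraries, so the medians, percentiles and counts of these lists are not independent evidence of direction. Without a filter on low values the median of Toll-like receptors and adaptors was −0.33 (percentile 12.3) and the engulfment list was at percentile 4.24, within the central 95% of matched lists. With a pseudocount of 1, 5 of the 11 Fc gamma R genes were at least 2-fold lower, and relative to housekeeping genes *Fcgr2b* (−0.92) and *Fcgrt* (−0.96) were under 2-fold, as was *Fcgr2b* with TMM scaling (−0.97). *Csf1r* was chosen after its values were seen. From the pathways of Table 2, the paper states that the genes with lower expression relate to immunodeficiency and to phagocytosis by Sertoli cells.

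**Figure D2:**
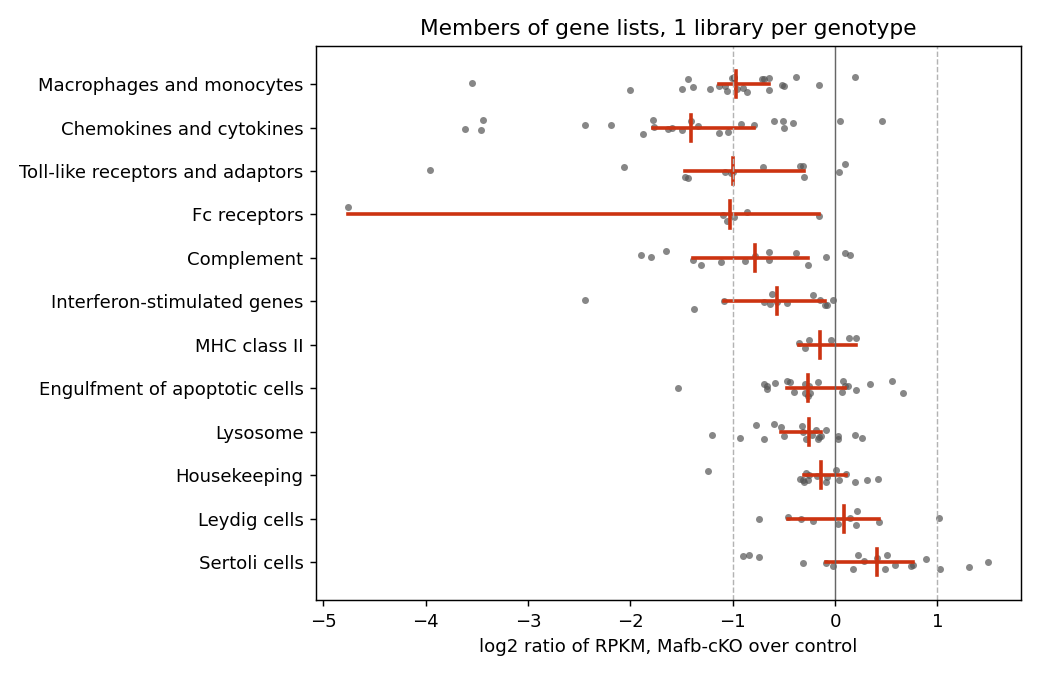
Log2 ratios of the members of 12 gene lists in the cKO over the control library. Each point is 1 gene at 1 RPKM or more in the higher library, the red tick is the median, the red line its 95% interval over members, and dashed lines mark 2-fold. The macrophage median is −0.97 and the median of genes for engulfment of apoptotic cells −0.26.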

**Table 2:** KEGG pathway analysis of the DEGs in *Mafb*-cKO Sertoli cells.

KEGG_id	Description	Count	List Total	Genes	P-value
**Down-regulated**					
mmu04620	Toll-like receptor signaling pathway	21	303	*PIK3CG*, *CCL3*, *IL6*, *LY96*, *TLR1*, *CXCL9*, *TLR2*, *NFKBIA*, *FADD*, *CD40*, *TLR6*, *CCL4*, *TLR7*, *CXCL10*, *CD86*, *RIPK1*, *MAP3K8*, *PIK3R5*, *CD14*, *AKT3*, *SPP1*	1.40E-07*
mmu04060	Cytokine-cytokine receptor interaction	33	303	*CCL3*, *CCL2*, *TNFRSF25*, *TNFRSF12A*, *CSF2RB2*, *CCR1*, *IL18*, *IL21R*, *CXCL2*, *CCL9*, *CXCL9*, *PF4*, *CCL4*, *CCL7*, *IL10*, *CXCL10*, *CCL6*, *CCL24*, *TNFRSF1B*, *TNFRSF11A*, *IL10RA*, *CSF3R*, *PDGFC*, *IL13RA1*, *IL1A*, *IL6*, *BMP2*, *TNFRSF17*, *CD40*, *GM614*, *OSM*, *ACVR2B*, *CX3CR1*	1.10E-06*
mmu03010	Ribosome	18	303	*GM7290*, *GM7808*, *GM12174*, *GM3362*, *RPL36A*, *GM12034*, *GM5786*, *GM8730*, *GM5621*, *GM14173*, *GM6030*, *GM10036*, *GM4149*, *GM14323*, *RPL21*, *GM15772*, *GM14217*, *GM10132*, *RPS27A*, *GM15500*, *GM11942*, *GM10269*	2.80E-06*
mmu04062	Chemokine signaling pathway	25	303	*CCL3*, *CCL2*, *PREX1*, *CCR1*, *CXCL2*, *CCL9*, *CXCL9*, *NFKBIA*, *PF4*, *CCL4*, *CCL7*, *PRKX*, *CCL6*, *CXCL10*, *CCL24*, *PTK2*, *RAC2*, *PIK3R5*, *AKT3*, *PIK3CG*, *LYN*, *HCK*, *WAS*, *CX3CR1*, *JAK2*	2.40E-05*
mmu04210	Apoptosis	13	303	*PIK3CG*, *CFLAR*, *CSF2RB2*, *RIPK1*, *NTRK1*, *CASP12*, *EXOG*, *NFKBIA*, *FADD*, *PIK3R5*, *PRKX*, *IL1A*, *AKT3*	1.80E-03*
mmu05322	Systemic lupus erythematosus	14	303	*C3*, *GM14474*, *HIST1H2BG*, *HIST1H2BH*, *SNRPD1*, *FCGR4*, *SSB*, *CD40*, *IL10*, *TRIM21*, *C8G*, *CD86*, *FCGR2B*, *GM14484*	2.70E-03*
mmu04621	NOD-like receptor signaling pathway	10	303	*IL6*, *CARD9*, *CCL2*, *NAIP2*, *IL18*, *CXCL2*, *NFKBIA*, *NLRP3*, *CASP1*, *CCL7*	4.70E-03*
mmu04662	B cell receptor signaling pathway	11	303	*PIK3CG*, *CD19*, *LYN*, *RAC2*, *FCGR2B*, *NFKBIE*, *NFKBIA*, *PIK3R5*, *AKT3*, *BLNK*, *NFATC1*	8.70E-03*
mmu05340	Primary immunodeficiency	7	303	*GM614*, *DCLRE1C*, *PTPRC*, *CD19*, *CD4*, *CD40*, *BLNK*	1.00E-02*
mmu04370	VEGF signaling pathway	10	303	*PIK3CG*, *PTK2*, *PTGS2*, *RAC2*, *JMJD7*, *MAPKAPK3*, *PIK3R5*, *PLA2G2D*, *AKT3*, *NFATC1*	1.80E-02*
mmu00520	Amino sugar and nucleotide sugar metabolism	7	303	*RENBP*, *UAP1*, *HK3*, *GFPT2*, *PGM1*, *UGDH*, *UXS1*	2.60E-02*
mmu04666	Fc gamma R-mediated phagocytosis	11	303	*PIK3CG*, *PTPRC*, *PLD1*, *LYN*, *RAC2*, *FCGR2B*, *HCK*, *RPS6KB2*, *PIK3R5*, *WAS*, *AKT3*	3.20E-02*
mmu00500	Starch and sucrose metabolism	6	303	*GANC*, *UGT1A6B*, *HK3*, *PGM1*, *UGDH*, *UXS1*	3.90E-02*
mmu04610	Complement and coagulation cascades	9	303	*PLAT*, *C3AR1*, *C5AR1*, *C3*, *F13A1*, *SERPINE1*, *CFH*, *PLAUR*, *C8G*	4.20E-02*
mmu04660	T cell receptor signaling pathway	12	303	*PIK3CG*, *PTPRC*, *NFKBIE*, *NCK1*, *MAP3K8*, *NFKBIA*, *CD4*, *PIK3R5*, *IL10*, *AKT3*, *TEC*, *NFATC1*	4.50E-02*
**Up-regulated**					
mmu05016	Huntington's disease	12	178	*DNAH7B*, *NDUFB3*, *DNAH10*, *NDUFA5*, *NDUFB4*, *COX8C*, *CYCT*, *DNAH17*, *COX7C*, *DNAH1*, *DNAIC1*, *NDUFB2*	5.70E-03*
mmu01100	Metabolic pathways	42	178	*INPP1*, *NDUFB3*, *NDUFB4*, *SEC1*, *GBGT1*, *COX7C*, *AASS*, *TKTL2*, *GPAT2*, *NDUFB2*, *PLCH2*, *PEMT*, *FUT4*, *ENO3*, *B3GNT3*, *CSL*, *PCYT2*, *B4GALT7*, *ACSL6*, *DCTPP1*, *NDUFA5*, *COX8C*, *CYCT*, *MCAT*, *FBP1*, *DGKH*, *POLR1C*, *CDO1*, *LPCAT4*, *APRT*, *NME5*, *PLCG1*, *PTGDS*, *PYGM*, *RRM2*, *DPM2*, *MTAP*, *PLA2G2C*, *SMPD4*, *SMPD3*, *NMNAT1*, *DUT*	1.03E-02*
mmu03460	Fanconi anemia pathway	5	178	*SLX4*, *SLX1B*, *FANCG*, *UBE2T*, *ERCC1*	2.90E-02*
mmu03013	RNA transport	9	178	*AAAS*, *NUP62*, *RASL2-9*, *PABPC2*, *THOC6*, *THOC7*, *NUP188*, *NUPL2*, *POM121L2*	4.10E-02*

Count, number of the down-regulated genes involved in a pathway; KEGG, Kyoto Encyclopedia of Genes and Genomes.

* Statistically significant, *P*<0.05.

## Discussion

The present study was undertaken in an effort to define the physiological role of the *Mafb* gene in mammalian testes. MAFB is a transcription factor that plays an important role in regulating the development and differentiation of various tissues. A previous study of embryonic mouse gonads showed that MAFB is expressed in the XY gonads along the gonad-mesonephros border as early as E11.5 and is then restricted to Leydig cells by E14.5 [10]. Subsequent studies have used *Mafb*-GFP knock-in as an early marker of the Leydig cell lineage in mice [38–40]. Whether MAFB is necessary for embryonic testis morphogenesis or not is unknown. Just before birth at E18.5, we localized MAFB expression and found that MAFB is expressed in Sertoli cells in addition to being expressed in Leydig cells. However, examination of E18.5 *Mafb* KO embryos via somatic cell counts, histological analysis, and molecular analysis indicated that testis morphogenesis was normal. At the adult stage, it has been reported that the active metabolite of vitamin A (RA) is essential for initial differentiation and meiotic entry of mouse spermatogonia [11]. Experiments using vitamin A-deficient mice resulted in a blockade of A to A1 spermatogonia transition, and spermatogenesis could be recovered upon RA treatment [13]. More precisely, RA drives spermatogonia differentiation in two ways: the first spermatogenic wave due to RA from Sertoli cells and subsequent waves due to RA from spermatocytes [11, 14–19]. However, the downstream targets of RA are still unknown. As the evidence that the large MAF transcription factor in *Drosophila melanogaster*, *TJ*, which encodes an orthologue of the typical bZIP transcription factors MAFB and c-MAF in vertebrates, was shown to be mandatory for germ cell differentiation in Drosophila [9]. In addition, RA was reported to induce MAFB expression and there is a robust RAR-binding site at the end of the *Mafb* coding region [11, 41]. Therefore, MAFB might have a conserved function between species to induce spermatogonial differentiation under the control of RA. In this regard, we found that MAFB is localized in Sertoli cells and pachytene spermatocytes in postnatal mouse seminiferous tubules, as confirmed by immunohistochemical staining and flow cytometric analyses. The expression of MAFB protein in Sertoli cells was specific to stages VII-XII but was not observed in stages I-VI, which can be explained by the low mRNA expression level of *Mafb* at stages I-VI. Along the same line, it is well known that stages VII-VIII, in which *Mafb* was highly expressed, are the stages of A aligned spermatogonia transformation into A1 under the control of RA [31–36]. Our observations were consistent with the hypothesis that the transcription factor MAFB may take part in the regulation of the onset of the spermatogenic cycle.

To analyze this hypothesis, we generated a time-dependent deletion of *Mafb* alleles via tamoxifen treatment, as MAFB KO mice die by birth due to respiratory failure [42]. Surprisingly, our data revealed that adult cKO mice were fertile and did not exhibit any abnormality in testicular histology, proportion of seminiferous stages, expression levels of germ cell markers, or plasma testosterone levels, indicating that MAFB is dispensable for spermatogenesis. Similarly, GATA-1 expression in Sertoli cells, which is induced in response to the cyclical changes of seminiferous stages, specifically during stages VII-IX, was found to be dispensable for spermatogenesis as well [43, 44]. Many other examples of genes expressed in testes with dispensable function have been reported [44–54]. Several possible explanations may account for these phenomena. First, spermatogenesis is a complex process that involves many genes, and the inactivation of one gene may not be sufficient to induce a detectable phenotype [55]. Consistently, we found that both *Mafb* and *c-Maf* are expressed in postnatal testes and that c-MAF protein may compensate for the function of MAFB, as in macrophages [56, 57]. Thus, double knockout mice should be further evaluated. Second, the defects in *Mafb*-cKO mouse testes may be too small to be detected using the techniques employed here. A detailed ultrastructural examination of testicular tissues may be needed to confirm any minor changes in cKO mice. Third, the up-regulation of the *Mafb* expression started at stage VII is a dramatic response to the RA signaling that is periodically activated during stages VII-XII, and this activation alters the expression of various Sertoli cell's genes [13, 30].

Next, we aimed to investigate whether MAFB is required to establish the first spermatogenic wave in neonatal mice testis. Before the spermatogonia differentiation started, we induced MAFB deletion by tamoxifen injection on postnatal days 1 to 3. Spermatogonia are known to begin to differentiate between postnatal days 6–10 [58–60]. Unexpectedly, the cKO mice died shortly after MAFB deletion between postnatal days 5–10 and therefore could not be reliably analyzed. However, as Sertoli cells could not initiate the first spermatogenic wave in adult VAD mice until RA recovered, we hypothesized that if MAFB in Sertoli cells acts downstream of RA to initiate the first spermatogenic wave, the transcriptome profile of *Mafb*-cKO Sertoli cells would be affected. Thus, we analyzed the transcriptome profile of Sertoli cells by RNA sequencing. Signaling pathway analyses of the DEGs were not related to spermatogenesis. However, the down-regulated transcripts were related to immunodeficiency and phagocytosis pathways. These data could be the fourth explanation for the possible function of MAFB as a phagocytic modulator in Sertoli cells during the identified positive seminiferous stages. In this connection, it is known that during spermatogenesis half of differentiating germ cells undergo apoptosis before maturing into spermatozoa [61–63]. Since macrophages, the integral compartment of the immune system, are absent inside the seminiferous tubules, Sertoli cells that are endowed with the phagocytic properties respond to the inflammatory signals by rapid engulfment of the apoptotic germ cells within the seminiferous epithelium [63–67]. Further studies should clarify if MAFB, an important modulator of macrophage phagocytosis, is involved in such process in Sertoli cells [68–70]. Moreover, the possibility that MAFB might be required for initiation of the first spermatogenic wave in neonatal testis should be clarified using a Sertoli cell-specific Cre driver mouse.

## Conclusions

The transcription factors MAFB and c-MAF are expressed in mouse testes. MAFB localized in Leydig and Sertoli cells in testes at E18.5 while it localized in Leydig cells, Sertoli cells, and pachytene spermatocytes in adult testes. Our current examination technique revealed that MAFB-deficient testes developed normally by E18.5, and spermatogenesis was not disrupted in adult mice. The transcriptome profile of adult cKO Sertoli cells showed the down-regulation of genes related to the immune function and phagocytosis activity of Sertoli cells.

## Supporting information

S1 Table List of the down-regulated transcripts of *Mafb*-cKO Sertoli cells.

S2 Table List of the up-regulated transcripts of *Mafb*-cKO Sertoli cells.

S1 Fig Sertoli and germ cell separation by FACS. Immunostaining with the Sertoli cell marker vimentin (red) before and after cell sorting. Upper panels (R1): before sorting. Middle (R2) and Lower (R3) panels: after sorting. The R2 population represents germ cells as vimentin negative, while the R2 population represents Sertoli cells as vimentin positive. Nuclei were counterstained with DAPI (blue). The proportion of vimentin-positive cells is shown in the R3 merged photo. The value is the mean±S.D.
(TIF)

S2 Fig RNA-Seq validation for the transcriptome profile of *Mafb*-cKO Sertoli cells. Sertoli cells were sorted from three-month-old *Mafb*-cKO or control mice and analyzed by RNA-Seq. (A) The purity of the isolated cells was confirmed by IHC staining with the Sertoli cell-specific marker anti-vimentin antibody (red) and nuclei were counterstained with DAPI (blue). The proportion of vimentin-positive cells is shown in the merged photo. (B) UCSC genome browser screenshot showing the RNA-Seq tag counts. Reads from both genotypes were mapped to the single exon of the *Mafb* gene and visualized to confirm the reduction in the cKO reads. The full genome sequence for Mus musculus provided by UCSC (mm10, Dec. 2011) was used for mapping by HISAT. The arrow under the panel shows the exon and indicates the direction of transcription. Each panel is labeled with the genotype. The read histograms show the number of reads at each nucleotide. (C) qRT-PCR validation for the RNA-Seq data analyses. Expression of five differentially expressed genes (up and down) that were randomly selected are shown.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

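RNA-Seq was analysed for 2 libraries of sorted testis cells, which the paper calls Sertoli cells, 1 from *Mafb*-cKO and 1 from control mice, each made from RNA pooled from 3 mice. The authors mapped 2 x 36 base reads to mm10 and quantified genes of Ensembl (release not given in the sources used here) with CLC Genomics Workbench 7.5.1. The values are RPKM that were then quantile-normalized: sorted from low to high, the 38924 values of the 2 libraries are identical, with a sum of 407039 RPKM in each. Whole reads were searched for as values at whole multiples of a common step after multiplying by gene length. In the cKO library below 0.0406 RPKM, 56.3% of 616 genes lay within 0.02 reads of a multiple of the best step, against at most 7.33% with shuffled lengths. In the control library between 0.2 and 0.3 RPKM it was 28.3% of 145 genes against 12.7%. Between 0.5 and 0.8 RPKM in the control library it was 27.7% of 119 genes against 11.8%. Not every window was as clear: in the cKO library the search did no better than shuffled lengths between 0.1 and 0.2 RPKM (11.8% against 12.5%) and between 0.5 and 0.8 RPKM (14.0% against 14.4%). The steps differ between libraries and levels, so read counts and the depth could not be had, and no counting interval is given.

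Ratios were computed without a pseudocount for genes above 0 in both libraries, and genes at 0 in 1 library were counted apart. A fold of 2 was used as the threshold, as in the paper. With 1 library per genotype there are no residual degrees of freedom, so no p-value was computed. For 40 gene lists of cell types, pathways and complexes, measured members were those at 1 RPKM or more in the higher library and above 0 in both. The median log2 ratio was given with a 95% interval from the binomial distribution of ranks, for lists of at least 6 measured members, and with its percentile among 10000 random lists matched in 20 bins of mean level. Genes are not replicates, so interval and percentile describe spread among genes. The matching used 12447 genes, whose median log2 ratio was −0.03. On simulated data with 12447 genes, 200 genes were changed singly, some of them 4-fold, and lists of 24 genes were lowered or raised 2-fold besides. Of the genes changed 4-fold, 95% were at least 2-fold changed in that direction. All 10 lists lowered 2-fold lay outside the central 95% of matched lists (mean of their medians −0.94), as did 4.75% of 400 unchanged lists. The unchanged lists were drawn at random from genes also used for matching, and simulated genes varied independently. The 4.75% thus follows from the design and does not show how often a list of genes that vary together would lie outside.

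The gene lists, the comparisons, the alternatives and the rule for named genes were set before the data were examined, unless stated otherwise. Named are every gene the paper names in its results or qRT-PCR panels and, per list, up to 4 measured members with the highest mean and up to 4 with the largest ratio. Also named are the 10 largest folds in each direction at 5 RPKM or more without pseudogenes and gene models, told by their symbols (Gm plus digits, Rik or -ps), which left *Hist1h2al*, a processed pseudogene in GENCODE, among them. The last group is the 5 largest in each direction with gene models counted. The folds that S1 and S2 Tables give for *Mafb*, the 5 qRT-PCR genes, the largest folds, *Fcgr2b*, *Mrc1*, *Cd163* and *Ptprc* had been seen when the rule was written. *Gata4*, *Fshr*, *Rhox5*, *Dhh*, *Cst9*, *Csf1r*, *Aif1*, *Sycp1*, *Sycp2* and *Sycp3* were chosen after their values were seen. Coordinates are from GENCODE M21, in which 35453 of the 38924 symbols have a unique match. Alternatives were pseudocounts of 0.1 and 1, filters at 1 and 5 RPKM, TMM factors (trims of 30% of ratios and 5% of levels), a median ratio of 1, ratios relative to 16 housekeeping genes, leaving out pseudogenes and gene models, and counting genes at 0 in 1 library. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Immunostaining, flow cytometry, qRT-PCR, hormone and fertility measurements of the paper were not analysed.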

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

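All tests in the next 3 paragraphs were chosen after the results were seen.

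Macrophage genes were lower in the cKO library, with 23 of 24 measured members below 0. A single scaling factor would shift matched lists alike. The macrophage median lay at percentile 0 of them, which argues against such a factor alone. The list is not fully independent of the paper's choice, since 3 of its genes are also in the down-regulated pathways of Table 2. The highest median under the other scalings was −0.84, but these shift every log2 ratio by at most 0.14. They were also computed on quantile-normalized values, so they decide nothing further. An equal loss of all immune cells, MHC class II cells included, is argued against by the MHC class II list, whose median was −0.14 with an interval above that of the macrophage list, although *Cd4*, *Cd19*, *Blnk* and *Csf3r*, the 4 measured genes of lymphocytes and granulocytes, were each at least 2-fold lower (log2 ratios −1.19, −2.42, −2.34 and −1.23). Fewer macrophages in the cKO sort stays open as a hypothesis: the SD of the members' log2 ratios, at percentile 49.7 of matched lists, does not separate a common factor from gene-by-gene differences, with *Lyz2* at 1553 and 782 RPKM, *C1qb* at 437 and 335 and *Aif1* at 48.2 and 55.0. The sort removed dead cells and separated Sertoli from germ cells, and vimentin, its purity marker, is also expressed by macrophages, while lower expression after *Mafb* deletion within the cells stays open and untested, as the genotype is confounded with the single library.

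Leydig cell genes stood above Sertoli cell genes in both libraries, which the paper does not report, with a median of 295 RPKM in the control library against 23.5 over the measured Sertoli cell genes. Over all members of each list, measured or not, the median percentile ranks among all 38924 genes differed by at least 16.2. Of 10 Leydig cell genes, 9 were among the highest 5% of genes in both libraries, with *Insl3* at 11738 and 23722 RPKM. Both values restate the pattern and do not test whether Leydig cells were in the sorted fraction, which stays open. Quantile normalization keeps the order of genes within a library, so it cannot by itself place the Leydig list above the Sertoli list. Over all 10 Leydig and all 25 Sertoli cell genes, the median percentile ranks were 99.7 against 83.5 in the control and 99.7 against 80.3 in the cKO library. These ranks count the genes at 0, 20575 in each library. Over all 25 Sertoli cell genes the median fell from 4.98 RPKM in the control to 3.53 in the cKO library. Over the 19 measured ones it rose from 23.5 to 38.6 RPKM. The gap in ranks for the measured genes alone, which stand higher, was not computed. The size of the gap in RPKM can depend on the normalization. Free RNA released from Leydig cells was not tested, and the sort named in the paper separates Sertoli cells from germ cells. No biological explanation was tested.

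Ribosomal protein pseudogenes were among the largest folds in both directions, with 14 of 37 measured members at least 2-fold lower and 7 higher. Ribosomal protein genes were slightly lower as a list, with a median of −0.16 (interval −0.22 to −0.03, percentile 0.35) and 56 of 83 members below 0, so that only a lowering of these genes large enough for the pseudogenes' folds is argued against. Reads shared with near-identical ribosomal protein genes stay open: the SD of the pseudogenes' ratios, at percentile 99.1 of lists matched on expression, restates the pattern. The median of the pseudogenes was −0.52 (percentile 0.87) over the 37 measured members and −0.76 (percentile 0.18) without a filter on low values. At 5 RPKM or more in the higher library it was −0.06 (percentile 46.1).

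Further lists, for which the paper gives no value as a group, lay above the central 95% of matched lists. The paper does examine *Prm2*, *Sox9*, *Wt1* and *Amh* by qRT-PCR, but in RNA of testes, and *Wt1* and *Amh* only in fetal ones. In its Table 2 are 5 axonemal dynein genes. Sertoli cell genes had a median log2 ratio of 0.41, at percentile 99.6 of matched lists, but lay within the central 95% at 5 RPKM or more (0.28, percentile 96.7) and with no filter on low values (0.26, percentile 97.2). Elongating spermatid genes had a median of 0.33, at percentile 98.8. Spermatocyte genes had a median of 1.16 over the 5 measured of 13 members, at percentile 99.98, while *Sycp1*, *Sycp2* and *Sycp3*, under 1 RPKM in both libraries, had log2 ratios of 0.73, 0.04 and −0.04. Genes of replication-dependent histones had a median of 0.71, at percentile 100. Cell division genes had a median of 0.99, at percentile 100. Axonemal dynein genes had a median of 1.00 over 16 members, at percentile 99.97, and 0.65 with a pseudocount of 1. In addition, 259 genes were at least 5-fold higher in the cKO library with a difference of 1 RPKM or more, and none is in S2 Table. Of the 249 genes at least 5-fold lower with such a difference, all 249 are in S1 Table.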

How the results depend on the processing

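The settings with a difference between libraries, with tied control values set to 0 and with a log2 ratio of 5 were chosen after the data were seen. Counts of genes at least 2-fold lower, 2686 as reported, were 759 with a pseudocount of 1, 1333 at 1 RPKM or more and 467 at 5 RPKM or more in the higher library. They were 1103 with a difference of 1 RPKM or more, 854 when the fold was also under 5, and 141 at a log2 ratio of 5 or more. Counts of genes at least 2-fold higher, 1817 as reported, were 942 with a pseudocount of 1, 2910 with a pseudocount of 0.1 and 496 at 5 RPKM or more. They were 1093 with a difference of 1 RPKM or more, 834 when the fold was also under 5, and 65 at a log2 ratio of 5 or more. The filters leave fewer genes to count, a pseudocount of 1 draws the ratios of low values toward 0, and pseudocounts also let genes at 0 in 1 library count. How far this accounts for 2910 was not tested. Under the other settings, the counts lay between 1877 and 2881 for lower genes and between 1262 and 2195 for higher genes.

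Of 168 medians of gene lists under alternatives, 163 stayed within the interval over members, 5 moved and 0 reversed. A change of sign within the interval was not counted as reversed. For example, the retinoic acid median of −0.10 passes 0 relative to housekeeping genes. The place among matched lists was followed only for lists of at least 6 measured members, which leaves out the spermatocyte list. Of the 14 such lists outside the central 95% of matched lists, 9 stayed outside under each alternative. The other 5 did not always stay outside: Sertoli cells, engulfment of apoptotic cells, Toll-like receptors and adaptors, ribosomal protein pseudogenes and interferon-stimulated genes. The scalings shift a list and its matched lists alike, so only the pseudocount and the filters could change this. Of 1656 log2 ratios of single genes, 51 moved by more than the spread of genes at that level and 0 reversed. The scalings shift every log2 ratio by at most 0.14, less than the spread of 0.42 at the highest levels. The 51 moves could therefore come only from the pseudocount. Here too a change of sign within the spread, as for *Actb* (−0.09) relative to housekeeping genes, was not counted as reversed. Of 474 counts of list members 63 moved, and of 95 counts of Table 2 members 32 moved. Of the S1 Table genes, 85.7% were at least 2-fold lower with TMM scaling and 95.4% with a median ratio of 1. Both scalings raise every ratio, so no S2 Table gene is lost under them by construction. Scaling to housekeeping genes shifts all log2 ratios by 0.14, so that the median of the 12447 genes used for matching becomes 0.11 in place of −0.03.

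No paired analysis was possible because each genotype is 1 pooled library, and leaving out a library was not possible. A filter at 10 reads and a choice between unique and total reads were not run, since the values hold no counts. Depth is unknown, so no limit from counting is given.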

Differences from the paper's values

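The paper's number of transcripts with a fold change of 2 or more is 1937, whereas 4503 genes were at least 2-fold lower or higher here. The paper's methods also name a log2 fold change of 5, at which 206 genes were found, a threshold added after seeing the data. Of the alternatives set before the data were examined, a pseudocount of 1 (1701) and 1 RPKM or more in the higher library (2595) lie within 1.5 times the paper's number. A pseudocount of 0.1, 5 RPKM or more, TMM, median ratio and housekeeping scaling, leaving out gene models and counting genes at 0 in 1 library do not.

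For down-regulated transcripts the paper's number is 1103 and the number here is 2686. The same 2 alternatives, with 759 and 1333 genes, lie within 1.5 times the paper's number, and the other 7 do not. With a difference of 1 RPKM or more between libraries, chosen after seeing the values, the number is 1103 and drops 0 of the S1 Table genes.

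For up-regulated transcripts the paper's number is 834 and the number here is 1817. Only a pseudocount of 1, with 942 genes, lies within 1.5 times the paper's number among the alternatives set before the data were examined. The other 8 do not. With a difference of 1 RPKM or more, chosen after seeing the values, the number is 1093 and drops 0 of the S2 Table genes. When the fold must also be under 5, chosen after seeing the values too, it is 834, and the same limit applied to lower genes gives 854 and drops 249 of the S1 Table genes. The paper's methods do not state a difference in RPKM or an upper limit of the fold, and say that genes were filtered by scatter plot.

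In Table 2 the Ribosome pathway has the paper's count of 18 but lists 22 symbols, all at least 2-fold lower here.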

Other observations

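Counts of lower and higher genes are of those at least 2-fold apart. Other cell types gave few measured genes. Of T and NK cell genes 1 was measured, *Cd4*, a T cell and macrophage co-receptor, at 4.33 RPKM in the control and 1.90 in the cKO library. The B cell genes *Blnk* and *Cd19*, which act in B cell receptor signaling, were at 3.18 and 0.628 and at 1.70 and 0.317 RPKM, and the granulocyte gene *Csf3r* was at 3.82 and 1.63. Interstitial fibroblast genes had a median log2 ratio of −0.26 (6 measured, 0 at least 2-fold lower or higher), and peritubular myoid cell genes had −0.39 (5 measured, 1 lower). Of the endothelial genes 2 were measured, *Cdh5*, a cadherin of vessels, at 11.1 and 6.63 RPKM and *Esam* at 0.356 and 2.09. Over 10 Leydig cell genes the median was 0.09 (percentile 77.0) with 1 gene, *Insl3*, at least 2-fold higher. Of 4 red blood cell genes 2 were lower and 1 higher. Haemoglobin genes took 0.00639% of the summed values in the control and 0.00271% in the cKO library.

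Genes of growth and stress differed in other ways. Of 16 cell division genes 8 were at least 2-fold higher and 1 was lower, with the mitotic kinase gene *Aurka* at 6.87 and 17.2 RPKM, *Cdk1* at 0.881 and 3.31, and *Mcm6*, a replication helicase gene, at 5.50 and 1.59. Of 37 histone genes, with *Hist1h2al* counted, 14 were higher and 4 lower, and of 16 axonemal dynein genes 8 were higher and 0 lower, with *Dnaic1* at 1.53 and 7.42 RPKM. Interferon-stimulated genes had a median of −0.57 (interval −1.09 to −0.10, 3 of 13 lower), with the antiviral gene *Rsad2* at 2.43 and 0.446 RPKM. Genes of dissociation stress, immediate-early and heat-shock genes together, had a median of −0.21 (21 measured, 1 lower). *Fos*, an immediate-early gene, was at 1209 and 1044 RPKM, and the heat-shock genes *Hsph1*, the 1 lower gene, and *Hspa1b* were at 2.30 and 1.13 and at 93.7 and 182 RPKM. Genes of nuclear oxidative phosphorylation subunits had a median of 0.03 (81 measured, 8 higher), mitochondrially encoded proteins −0.25 (13 measured, 1 higher), and cholesterol synthesis −0.14 (15 measured, 1 lower). Housekeeping genes had a median of −0.14 (16 measured, 1 lower). The 7 measured Fig 3D genes, studied by the paper in fetal testes, had a median of 0.43 with 1 higher. The 4 measured Fig 6C genes, studied by the paper in adult testes, had 0.46, all 4 above 0 and 0 of them at least 2-fold higher.

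The Sertoli cell genes *Cst9*, at 23.5 and 43.5 RPKM, *Gata4*, at 39.2 and 44.2, *Dhh*, at 0.667 and 0.754, and *Rhox5*, listed at 0 in the control and at 1.87 in the cKO library, were chosen after their values were seen. So was *Aif1*, the macrophage gene with a ratio above 0, at 48.2 and 55.0 RPKM.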
